# The H3K4 methyltransferase Setd1b is essential for hematopoietic stem and progenitor cell homeostasis in mice

**DOI:** 10.7554/eLife.27157

**Published:** 2018-06-19

**Authors:** Kerstin Schmidt, Qinyu Zhang, Alpaslan Tasdogan, Andreas Petzold, Andreas Dahl, Borros M Arneth, Robert Slany, Hans Jörg Fehling, Andrea Kranz, Adrian Francis Stewart, Konstantinos Anastassiadis

**Keywords:** Setd1b, H3K4 methylation, hematopoietic stem and progenitor cells, conditional mutagenesis, Mouse

## Abstract

Hematopoietic stem cells require MLL1, which is one of six Set1/Trithorax-type histone 3 lysine 4 (H3K4) methyltransferases in mammals and clinically the most important leukemia gene. Here, we add to emerging evidence that all six H3K4 methyltransferases play essential roles in the hematopoietic system by showing that conditional mutagenesis of Setd1b in adult mice provoked aberrant homeostasis of hematopoietic stem and progenitor cells (HSPCs). Using both ubiquitous and hematopoietic-specific deletion strategies, the loss of Setd1b resulted in peripheral thrombo- and lymphocytopenia, multilineage dysplasia, myeloid-biased extramedullary hematopoiesis in the spleen, and lethality. By transplantation experiments and expression profiling, we determined that Setd1b is autonomously required in the hematopoietic lineages where it regulates key lineage specification components, including *Cebpa*, *Gata1,* and *Klf1*. Altogether, these data imply that the Set1/Trithorax-type epigenetic machinery sustains different aspects of hematopoiesis and constitutes a second framework additional to the transcription factor hierarchy of hematopoietic homeostasis.

## Introduction

Epigenetic regulation of gene expression is key to maintain homeostasis between tissue-specific stem and progenitor cells and terminally differentiated cell derivatives (Cedar and Bergman, 2011). The epigenetic circuitry of stem cells serves to both maintain the stem cell transcriptional program and coordinate the gene expression networks important for driving differentiation towards distinct lineages (Spivakov and Fisher, 2007). Perturbations of these regulatory circuits have been associated with aging as well as aging-related diseases such as cancer (Portela and Esteller, 2010; Beerman and Rossi, 2015). Lysine methylations on histone 3 (H3) are central to the epigenetic regulation of gene expression and part of an intricate network that integrates both cooperative and antagonistic modifications (Greer and Shi, 2012). While trimethylation (me3) of H3K27 is generally associated with silenced gene expression (Cao et al., 2002), H3K4me3 marks promoters of actively transcribed genes (Santos-Rosa et al., 2002; Bernstein et al., 2005). An additional layer of complexity is added by different levels of methylation. For instance, H3K4me2 is distributed along transcribed gene bodies, while H3K4me1 has been mainly linked to enhancer regions (Schneider et al., 2004; Heintzman et al., 2007).

In mammals, H3K4 methylation is catalyzed by six Set1/Trithorax-type histone methyltransferases that are encoded by three pairs of sister genes (Glaser et al., 2006): *Setd1a* and *Setd1b* (orthologous to yeast *Set1* and homologous to *Drosophila dSet*) (Roguev et al., 2001; Mohan et al., 2011), *Mll1* (*Kmt2a*) and *Mll2* (*Kmt2b*) (homologous to *Drosophila Trithorax*) (Milne et al., 2002), and *Mll3* (*Kmt2c*) and *Mll4* (*Kmt2d*) (homologous to a fusion of *Drosophila Cara Mitad and Trithorax-related*) (Herz et al., 2012; Chauhan et al., 2012). All six enzymes share a highly conserved catalytic SET domain and are part of large multiprotein complexes with an integral ‘WRAD’ core consisting of Wdr5, Rbbp5, Ash2l, and Dpy30 (Dou et al., 2006; Ruthenburg et al., 2007; Ernst and Vakoc, 2012). However, all six reside in separate complexes that may also include a specific subunit(s) not present in the other five (van Nuland et al., 2013). The proposition that each of the six mammalian Set1/Trithorax proteins exerts specialized functions to sustain increasing transcriptional complexities during multi-cellular development is supported by knockout studies in the mouse, which indicate that all six are essential for development in different ways (Yagi et al., 1998; Glaser et al., 2006; Lee et al., 2013; Bledau et al., 2014). In particular, using a multipurpose allele strategy (Testa et al., 2004) we recently studied the roles of the paralogs *Setd1a* and *Setd1b* during development (Bledau et al., 2014). Setd1a was identified as the major H3K4 methyltransferase in embryonic stem cells and peri-implantation embryos shortly before gastrulation. While Setd1a-deficient embryos were unable to develop beyond E6.5, the loss of Setd1b did not affect gastrulation but soon after provoked widespread developmental disorganization, resulting in lethality between E10.5 and E11.5. The roles of the *Set1* paralogs in the adult mammal have yet to be evaluated. However, work with cancer cell lines promoted the suggestion that Setd1a is the major H3K4 methyltransferase in all mammalian adult cell types (Wang et al., 2009; Shilatifard, 2012). The merits of this proposition need to be tested by conditional mutagenesis.

The first H3K4 methyltransferase in mammals was discovered in a high-profile race to clone the translocation break point at 11q23 associated with early-onset childhood leukemia (Li and Ernst, 2014). The identified translocation site fused the N-terminus of MLL1 in-frame with C-terminae of various other genes (Ziemin-van der Poel et al., 1991; Meyer et al., 2009; Meyer et al., 2018). Supporting the leukemia evidence for a critical role of MLL1 in hematopoiesis, mouse knockout studies showed that Mll1 is required for hematopoietic stem cell (HSC) function (Ernst et al., 2004; Jude et al., 2007). In contrast, specific deletion of Setd1a in adult long-term (LT)-HSCs via tamoxifen-inducible SCL-Cre-ER^T^ is compatible with adult life and has little effect on hematopoietic maintenance. However, Setd1a-deficient LT-HSCs fail to contribute to stress-induced hematopoiesis (Arndt et al., 2018). The function of Setd1b in adult mice and the hematopoietic system in particular remains unassigned. In humans, mutations in the *SETD1B* gene have been detected in different kinds of malignancies including oesophageal squamous cell carcinoma (Song et al., 2014), gastric and colorectal cancer (Choi et al., 2014), endometrial carcinoma (GarciaGarcía-Sanz et al., 2017) and polycythemia vera (Tiziana Storlazzi et al., 2014). Also, recent reports uncovered a novel correlation between loss of SETD1B function and a microdeletion syndrome leading to intellectual disability (Palumbo et al., 2015; Labonne et al., 2016; Hiraide et al., 2018).

Here, we analyzed the function of Setd1b in adult mice using conditional mutagenesis to bypass the early death of Setd1b-deficient embryos. Using *Rosa26-Cre-ERT2* for near-ubiquitous ablation of *Setd1b* expression, we realized that the primary knockout phenotype in the adult is disturbed homeostasis of hematopoietic stem and progenitor cells (HSPCs) leading to hematopoietic failure and lethality.

## Results

### Ubiquitous loss of Setd1b in the adult mouse is lethal and affects peripheral blood composition

Previously, we reported that Setd1b is essential for post-gastrulation mouse embryonic development (Bledau et al., 2014). The null phenotype was obtained with both homozygous targeted constitutive and Cre recombined deletion alleles thereby indicating that both alleles are nulls. In order to study the function of Setd1b in the adult organism, we crossed Setd1b conditional mice to the *Rosa26-Cre-ERT2* (RC) line that allows induction of the conditional knockout (cKO) in almost all tissues using tamoxifen (Seibler et al., 2003; Glaser et al., 2009). Subsequent excision of exon five by Cre recombination converts the conditional allele (‘*FD’* for *F*lp and *D*re recombined) into a frameshifted cKO allele (‘*FDC*’ for *F*lp, *D*re and *C*re recombined) with a stop codon in exon 6 (Figure 1A). The breeding strategy produced both heterozygous *Setd1b^FD/+;RC/+^* and homozygous *Setd1b^FD/FD;RC/+^* progeny (Figure 1B). At an average age of 12 weeks, these mice plus additional *Setd1b^+/+;RC/+^* wild-type (WT) controls received five doses of tamoxifen via gavage according to the outlined regime (Figure 1B). In comparison to WT, heterozygous *Setd1b^FDC/+;RC/+^* animals did not present an obvious phenotype, thereby validating their further use as controls (Ctrl). Complete recombination of the *FD* allele in homozygous *Setd1b^FDC/FDC;RC/+^* cKO animals was verified by PCR in various tissues (Figure 1—figure supplement 1A and B). According to the human gene database GeneCards (www.genecards.org), *SETD1B* is ubiquitously expressed in adult tissues. In cKO mice, *Setd1b* mRNA was almost undetectable in selected organs as assessed by qRT-PCR analysis (Figure 1C). Furthermore, absence of Setd1b protein was confirmed by western blot (Figure 1D).

**Figure 1.**
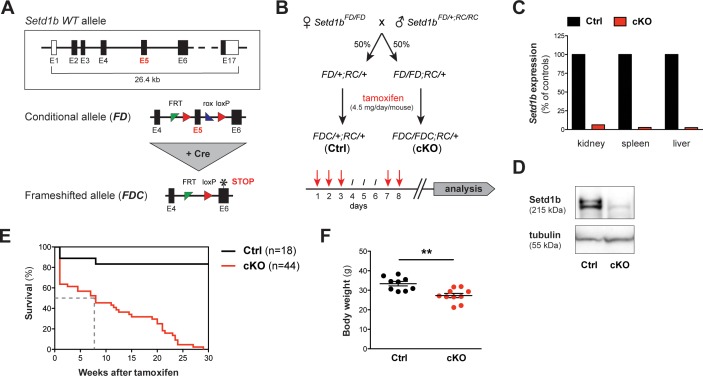
The conditional knockout (cKO) of *Setd1b* in the adult mouse is lethal. (**A**) *Setd1b* knockout strategy. The conditional allele (*FD*) carries loxP sites (red triangles) flanking exon 5 (E5) for Cre-mediated recombination. Excision of E5 leads to a frameshift and a premature stop codon in exon 6 (E6) (asterisk). The resulting frameshifted *FDC* allele corresponds to the null allele. Coding exons of the *Setd1b wild type* (*WT*) allele are depicted in black, non-coding exons in white. Single FRT and rox sites are the remnants of previous Flp and Dre recombination. (**B**) Breeding strategy and experimental setup. Female *Setd1b^FD/FD^* mice were mated with *Setd1b^FD/+^* males homozygous for the *Rosa26-Cre-ERT2* allele (*RC/RC*). The resulting offspring was heterozygous for *Rosa26-Cre-ERT2* (*RC/+*) and either heterozygous (*FD/+*) or homozygous (*FD/FD*) for the conditional *Setd1b* allele. To induce Cre recombination, each mouse received five doses of 4.5 mg tamoxifen via gavage over a period of 8 days according to the depicted scheme. (**C**) qRT-PCR analysis in kidney, spleen, and liver showed absence of *Setd1b* expression in a homozygous conditional knockout (cKO) mouse compared to a heterozygous control (Ctrl). (**D**) The loss of Setd1b protein (215 kDa) was validated by western blot analysis in cKO liver. (**E**) Kaplan-Meier survival curve. While the majority of controls (n = 18) survived, all cKO mice (n = 44) died within 30 weeks after induction with a median survival of 7–8 weeks (dashed line). (**F**) Male cKO mice between 12 and 26 weeks after induction (Ctrl n = 9, cKO n = 10) had significantly reduced body weights compared to control littermates (p**=0.0043). The graph depicts the mean ± SEM (data derived from five independent tamoxifen inductions).

**Figure 1—figure supplement 1.**
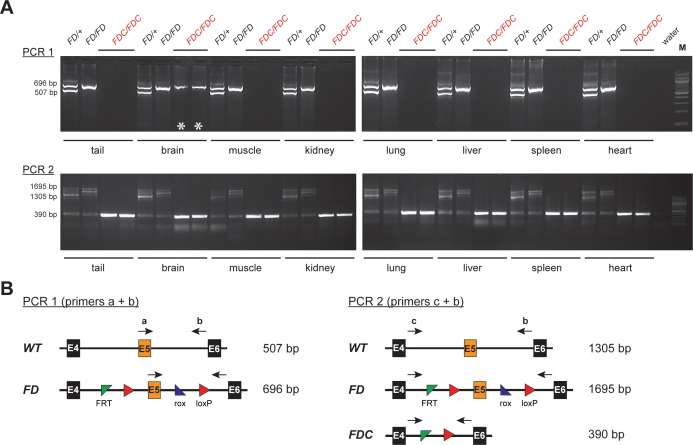
Complete recombination is achieved in almost all tissues after tamoxifen induction. (**A**) Genotyping results one week after completion of the tamoxifen induction. In *Setd1b^FDC/FDC;RC/+^* cKO mice, the recombined *FDC* allele (390 bp) appeared in all analyzed tissues (PCR 2). Conversely, the *FD* allele (696 bp) was completely lost, indicating successful recombination (PCR 1). Only in brain tissue (asterisks) incomplete recombination was detected. Presence of faint recombined products (*FDC*) in heterozygous *Setd1b^FD/+;RC/+^* and homozygous *Setd1b^FD/FD;RC/+^* mice before induction indicates a minor degree of leaky recombination. (**B**) Corresponding primer binding positions and expected amplicon sizes for PCRs 1 and 2 are schematically illustrated. (M = molecular marker, E = exon, bp = base pairs).

While most littermate controls survived, all cKO mice died within 30 weeks after tamoxifen induction (Figure 1E), showing progressive weakening, reduced motion and loss of body weight (Figure 1F). Peripheral blood counts between 7 and 27 weeks after induction revealed severe aberrations of all major blood cell lineages in cKO mice, whereas heterozygous controls remained normal. We detected a significant degree of macrocytic anemia, which was reflected by reduced numbers of red blood cells (Figure 2A–i), lower hemoglobin concentration (Figure 2A–ii), higher mean corpuscular volume (MCV) (Figure 2A–iii) and increased numbers of circulating reticulocytes (Figure 2A-iv). Also, cKO mice were highly thrombocytopenic (Figure 2B) and had lost more than 50% of lymphocytes (Figure 2C–i). In addition, neutrophil (Figure 2C–ii) but not eosinophil granulocytes (Figure 2C–iii) were increased. This led to a shift of the white blood cell (WBC) ratio toward higher neutrophil granulocytes at the expense of lymphocytes (Figure 2D). To evaluate cellular morphologies, Wright-Giemsa staining of blood smears was performed (Figure 2E). Several dysplastic features in cKO samples were noticed, including altered size and shape of red blood cells (anisocytosis, poikilocytosis) as well as abnormal nuclear morphology of neutrophil granulocytes (hypersegmentation). Notably, an increased proportion of immature myeloid precursors with characteristic ring-shaped nuclei was detected. Altogether, the *Rosa26-Cre-ERT2-*mediated deletion of Setd1b in the adult mouse provoked severe defects of hematopoiesis, resulting in multilineage cytopenia - with the notable exception of neutrophil granulocytes - and dysplasia.

**Figure 2.**
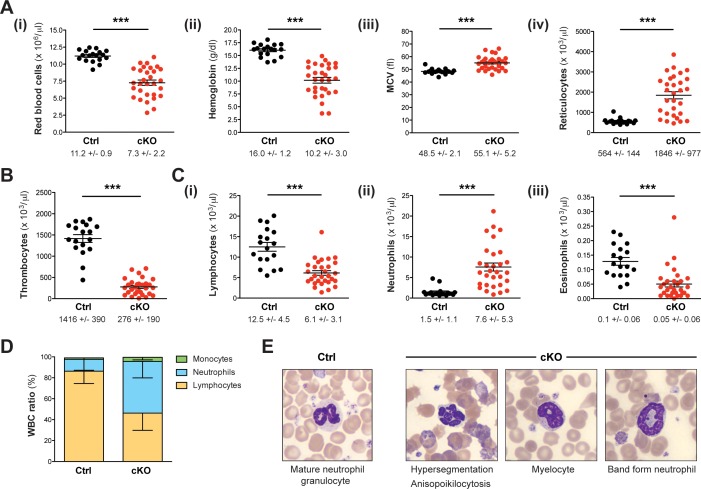
Setd1b cKO mice reveal an abnormal cellular composition in peripheral blood. (**A–C**) Peripheral blood counts of mice between 7 and 27 weeks after tamoxifen induction (Ctrl n = 18, cKO n = 30). (**A**) Red blood cell (RBC) lineage. cKO mice displayed significantly reduced RBC counts (**i**) and hemoglobin concentration (**ii**). The mean corpuscular volume (MCV) of RBCs (**iii**) as well as the number of reticulocytes (**iv**) was increased, indicating macrocytic anemia. (**B**) Thrombocyte counts were highly diminished in cKO mice. (**C**) White blood cell (WBC) lineage. While reduced numbers of lymphocytes (**i**) and eosinophil granulocytes (**iii**) were detected, neutrophil granulocytes were on average fivefold increased (**ii**) in cKO mice. Each graph depicts the mean ± SEM; the mean ± SD is indicated below (p***<0.0001). (**D**) The quantitative changes were reflected in an altered WBC ratio. The mean ± SD is illustrated. The blood count data in (**A**–**D**) are representative of 19 independent measurements. (**E**) Wright-Giemsa staining of blood smears. Different morphological abnormalities with respect to RBCs (anisopoikilocytosis) and neutrophil granulocytes (hypersegmented nuclei) were detected in blood from cKO mice. Furthermore, an increased presence of immature myeloid forms such as myelocytes and band form neutrophils was noted.

### Hematopoietic organs show widespread infiltration with myeloid cells of different maturation levels

Dissection of Setd1b cKO mice between 10 and 25 weeks after tamoxifen induction revealed significantly enlarged spleens but no other fatal organ abnormalities (Figure 3A). The normal splenic follicular structure characterized by discrete areas of red (Figure 3B–i) and white pulp (Figure 3B–ii) was obliterated. Instead, the splenic tissue was infiltrated by large cells containing irregularly shaped nuclei reminiscent of megakaryocytes (Figure 3B–iii) and smaller cells with ring-shaped nuclei reminiscent of granulocytes (Figure 3B-iv). Cellular identity was confirmed using antibodies against specific markers: von Willebrand factor (vWf) and myeloperoxidase (Mpo) for detection of megakaryocytes and granulocytes, respectively (Figure 3C). Of note, the widespread Mpo-staining in cKO spleens revealed varying intensities, indicating different levels of maturation. To specify the splenic subcompartments further, we performed FACS analysis using antibodies against T (CD3), B (CD19) and myeloid cells (CD11b, Gr-1) (Figure 3D). Consistent with the histological findings, the cKO tissue was markedly enriched for myeloid cells co-expressing CD11b and Gr-1. Most notably, both mature granulocytes (Gr-1^high^) and immature precursors (Gr-1^low^) were increased with respect to total spleen weight, whereas CD19+ B cells but not CD3+ T cells were decreased (Figure 3E). To assess *Setd1b* expression in spleen, we FACS-sorted major splenic cell populations from WT mice and performed qRT-PCR analysis using *Setd1b*-specific primers. *Setd1b* mRNA was detected in all analyzed populations with the highest expression in CD11b+ Gr-1^high^ granulocytes (Figure 3—figure supplement 1A). In contrast to spleen, the livers of cKO mice between 10 and 25 weeks after induction did not differ in size and tissue composition from livers of age-matched controls (Figure 3—figure supplement 1B and C).

**Figure 3.**
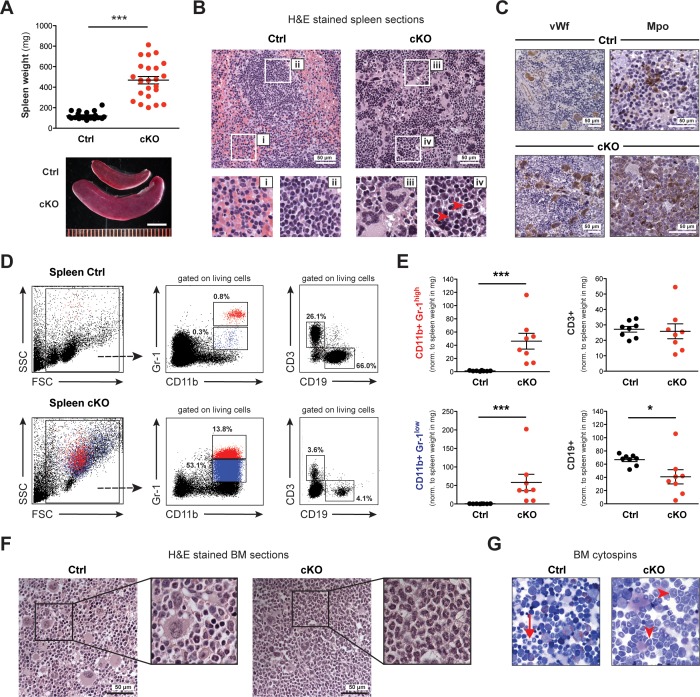
Spleen and BM of cKO mice show extensive accumulation of myeloid cells. (**A**) The spleens of cKO mice between 10 and 25 weeks after induction were on average fivefold heavier compared to age-matched controls (both n = 24) (p***<0.0001). Scale bar = 5 mm. The data is representative of 12 independent tamoxifen inductions. (**B**) H&E staining of spleen sections. Representative areas are outlined in white boxes and enlarged below: red (i) and white pulp (ii) in control spleens, megakaryocyte-like (iii) and myeloid cells (iv) with ring-shaped nuclei (red arrowheads) in cKO spleens. (**C**) Immunohistochemical staining of spleen sections with antibodies against von Willebrand factor (vWf) and myeloperoxidase (Mpo). Both vWf+ megakaryocytes and Mpo+ myeloid cells were major cell types in cKO spleens. (**D**) FACS analysis of splenic cell compartments. In cKO spleens, enriched CD11b+ Gr-1^high^ (depicted in red) and CD11b+ Gr-1^low^ (depicted in blue) myeloid cells as well as reduced CD3+ T cells and CD19+ B cells were detected. The given percentages are relative to living cells. (**E**) Quantification of FACS data normalized to spleen weight (mg) 7–25 weeks after induction (Ctrl n = 8, cKO n = 8). Both mature (Gr-1^high^) and immature (Gr-1^low^) myeloid cells were increased (p***<0.001), while B cells (p*=0.015) but not T cells were reduced in cKO tissue. The data is representative of six independent experiments. (**F**) H&E staining of femoral bone sections. In contrast to controls, cKO bone marrow (BM) revealed an excess of myeloid cells. (**G**) May-Grünwald-Giemsa staining of BM cytospin preparations. While in controls fully differentiated granulocytes were readily identified (arrow), cKO cytospins were characterized by a higher proportion of myeloid precursors (arrowheads). The graphs in (**A**) and (**E**) depict the mean ± SEM. (FSC = forward scatter, SSC = side scatter, norm. = normalized).

**Figure 3—figure supplement 1.**
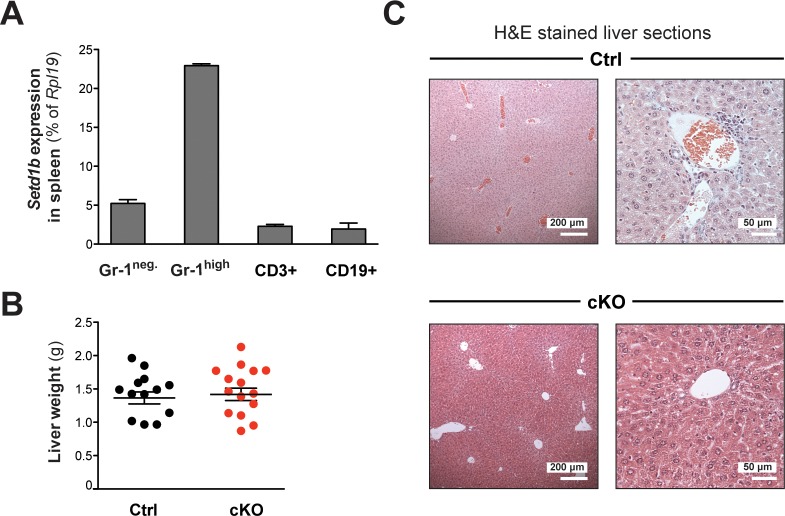
*Setd1b* expression in differentiated cell types and liver phenotype. (**A**) qRT-PCR analysis of *Setd1b* expression in splenic cell populations. Setd1b mRNA was detected in all FACS-sorted populations from WT mice (n = 3) relative to *Rpl19* expression. The mean ± SD is illustrated. (**B**) The liver weights of cKO and control littermates between 10 and 25 weeks after tamoxifen induction were comparable (Ctrl n = 13, cKO n = 15). The graph depicts the mean ± SEM (data derived from seven independent tamoxifen inductions). (**C**) H&E staining of liver sections. In cKO mice, the liver architecture was normal without apparent myeloid cell infiltrations. Empty blood vessels indicated an anemic condition.

**Figure 3—figure supplement 2.**
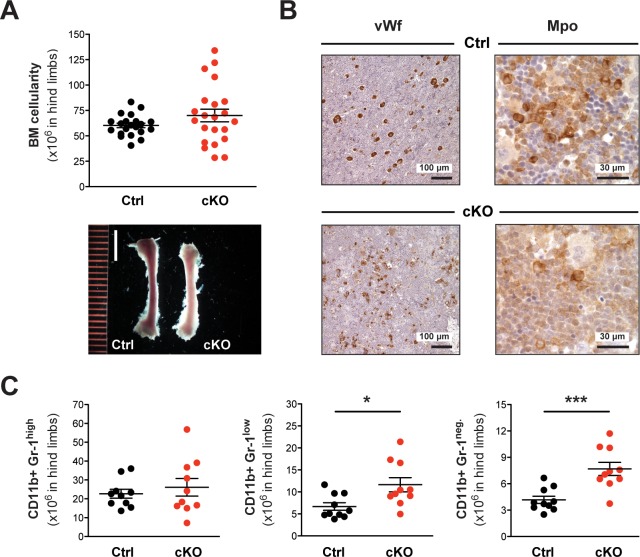
An abnormal cellular composition marks the BM of cKO mice. (**A**) The average BM cellularity (x10^6^) in hind limb bones (2x femur, 2x tibia) of cKO mice (n = 22) was comparable to that of age-matched controls (n = 21) (7–25 weeks after induction). Depicted is the mean ± SEM (data derived from 12 independent tamoxifen inductions). The femoral bones in cKO mice appeared anemic (scale bar = 5 mm). (**B**) Immunohistochemical staining of femoral BM sections. In cKO tissue, vWf+ megakaryocytes appeared frayed and dysplastic compared to controls. Moreover, an increased but overall weak staining of Mpo+ myeloid cells was detected, indicating an excess of immature forms. (**C**) Quantification of FACS data with respect to total cellularity in both hind limb bones (x10^6^) 16–26 weeks after induction (Ctrl n = 10, cKO n = 10). Both CD11b+ Gr-1^low^ (p*=0.023) and CD11b+ Gr-1^neg.^ (p***=0.001) myeloid cells were increased in cKO mice. Depicted is the mean ± SEM (data derived from three independent tamoxifen inductions).

The average cellularity of bone marrow (BM) in cKO hind limb bones between 7 and 25 weeks after induction was comparable to that of controls (Figure 3—figure supplement 2A). However, cKO BM was packed with granulocytic cells, whereas control BM appeared heterogeneous due to the concomitant presence of different cell lineages (Figure 3F). Cytospin preparations of femoral BM further revealed an increased presence of immature stages such as myelocytes and band form neutrophils (Figure 3G). By immunohistochemistry, we detected an excess of Mpo+ myeloid cells as well as vWf+ megakaryocytes that appeared frayed and dysplastic in cKO BM (Figure 3—figure supplement 2B). The increased numbers of immature myeloid precursors (both Gr-1^low^ and Gr-1^neg.^) in cKO BM were confirmed by FACS analysis (Figure 3—figure supplement 2C). In summary, both BM and spleen were similarly affected by loss of Setd1b with widespread accumulation of myeloid cells and megakaryocytes. Of note, the BM phenotype was more pronounced at earlier stages, while the splenic contribution became more distinct at later stages, indicating a shift to compensatory extramedullary hematopoiesis.

### Hematopoietic stem and progenitor cell homeostasis is perturbed upon deletion of Setd1b

Hematopoiesis depends on the balance between hematopoietic stem and progenitor cells (HSPCs), ensuring constant and sufficient output of differentiated blood cells. Hematologic malignancies, including myeloproliferative neoplasm (MPN) and myelodysplastic syndrome (MDS), are typically characterized by disturbed HSPC homeostasis and often develop into acute myeloid leukemia (AML) (Corey et al., 2007; Kitamura et al., 2014). To evaluate whether the excess of myeloid cells in hematopoietic organs and peripheral blood of Setd1b cKO mice arises from changes in the HSPC composition, we performed FACS analysis of BM using well-characterized surface marker combinations (Figure 4—figure supplement 1). HSPCs were identified by their ‘LSK’ profile based on the absence of mature lineage markers (*L*in-) together with expression of *S*ca-1 and c-*K*it (Spangrude et al., 1988). Setd1b cKO BM revealed an aberrant HSPC composition within the LSK compartment (Figure 4A, depicted in red). The bulk fraction consisted of CD34+ Flt3- multipotential progenitors (MPPs) (or short-term (ST)-HSCs), while CD34+ Flt3+ lymphoid primed multipotential progenitors (LMPPs) were diminished (Figure 4B). These relative changes coincided with an almost twofold increased LSK compartment (Figure 4C), which was primarily caused by an expansion of MPPs (Figure 4D). Furthermore, long-term (LT)-HSCs remained unchanged and LMPPs were significantly reduced in cKO hind limb bones (Figure 4D). In striking contrast, myeloid progenitors within the *L*in- Sca-1- c-*K*it+ (‘LK’) compartment displayed relatively normal ratios (Figure 4A + B, depicted in blue). Although a slight trend toward a reduced LK compartment was observed (Figure 4C), no significant alterations were noted with respect to CD34+ CD16/32- CMPs (common myeloid progenitors), CD34+ CD16/32+ GMPs (granulocyte-monocyte progenitors) and CD34- CD16/32- MEPs (megakaryocyte-erythroid progenitors) (Figure 4D). Furthermore, we could not detect major changes in the proliferative activity of HSPCs based on BrdU incorporation 6 hr after injection (Figure 4E). Only LMPPs and MEPs revealed slightly increased and decreased proliferative activity, respectively. In addition, we did not observe any changes with respect to apoptosis in cKO HSPCs (data not shown). Complete recombination of the *FD* allele in selected hematopoietic cell populations was verified by PCR in FACS-sorted LT-HSCs, MPPs, LK cells, and CD11b+ Gr-1^high^ granulocytes (Figure 4—figure supplement 2A–C). To further evaluate whether the observed homeostatic changes in the HSPC compartment correlated with different levels of *Setd1b* expression, we purified HSPCs from WT animals and performed qRT-PCR using *Setd1b*-specific primers. Interestingly, *Setd1b* was similarly expressed in all cell populations examined (Figure 4F). After tamoxifen induction, *Setd1b* expression was lost as shown by qRT-PCR in MPPs from cKO mice (Figure 4—figure supplement 2D).

**Figure 4.**
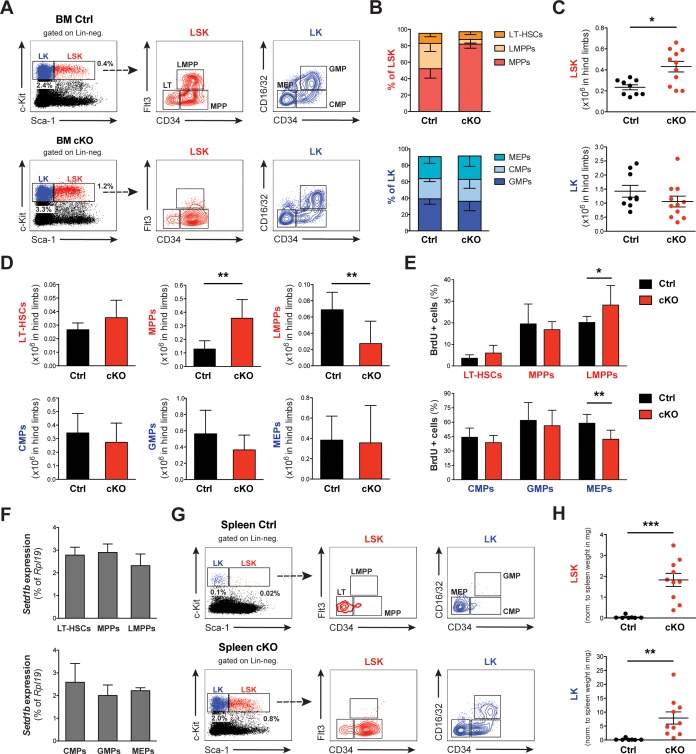
Setd1b-deficiency leads to disturbed HSPC homeostasis in BM and spleen. (**A**) FACS analysis of hematopoietic stem and progenitor cell (HSPC) populations in BM. The LSK (Lin- Sca-1+ c-Kit+) compartment (depicted in red) is subdivided into LT-HSCs, MPPs, and LMPPs based on differential expression of CD34 and Flt3. The LK (Lin- Sca-1- c-Kit+) population (depicted in blue) divides into CMPs, GMPs, and MEPs based on differential expression of CD34 and CD16/32. The given percentages are relative to total cells analyzed. (**B**) HSPC ratios 7–25 weeks after tamoxifen induction (Ctrl n = 9, cKO n = 11). The LSK ratio in cKO BM shifted toward a higher percentage of MPPs at the expense of LMPPs. (**C**) Quantification of FACS data with respect to total cellularity in both hind limb bones (x10^6^). In cKO BM, the LSK compartment has roughly doubled (p*=0.011). (**D**) This increase resulted from an enriched pool of MPPs (p**=0.001), while LMPPs were significantly reduced (p**=0.006). Of note, none of the myeloid progenitor populations were majorly affected. Data in (**B**–**D**) are representative of six independent experiments. (**E**) BrdU proliferation assay 6 hr after injection (Ctrl n = 7, cKO n = 7). Only in case of LMPPs (p**=0.038) and MEPs (p**=0.007) minor changes were detected in cKO BM. The data were derived from five independent experiments. (**F**) qRT-PCR analysis of *Setd1b* expression. Similar levels of *Setd1b* mRNA were detected in all FACS-sorted HSPC populations from WT mice (n = 3) relative to *Rpl19* expression. (**G**) FACS analysis of HSPCs in the spleen. Other than in controls, the c-Kit + compartment was highly enriched in cKO spleens, indicating fully active hematopoiesis. The given percentages are relative to total cells analyzed. (**H**) Quantification of FACS data normalized to spleen weight (mg) 7–25 weeks after induction (Ctrl n = 7, cKO n = 10). Both LSK (p***<0.001) and LK compartments (p**=0.001) were significantly increased in cKO spleens. The data are representative of six independent experiments. The graphs in (**B**) and (**D**)-(**F**) depict the mean ± SD; in (**C**) and (**H**) the mean ± SEM is provided. 10.7554/eLife.27157.011Figure 4—source data 1.Numerical data used to generate Figure 4B,C and D (HSPCs BM RC).

**Figure 4—figure supplement 1.**
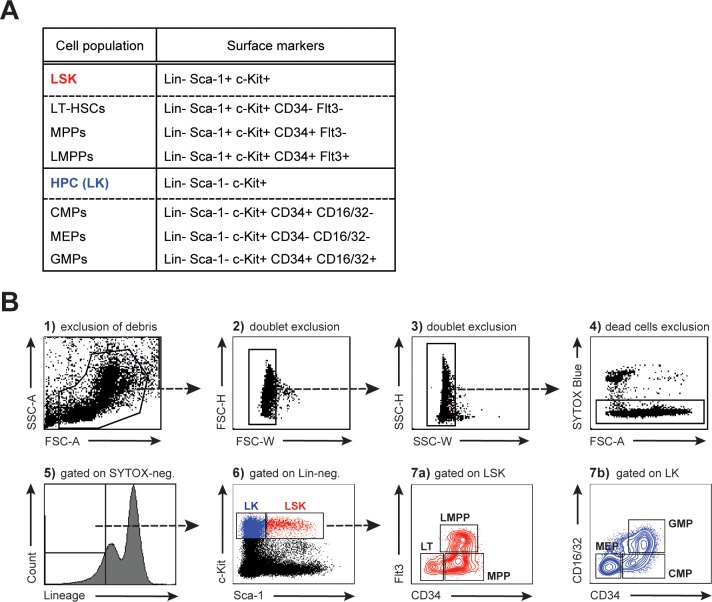
HSPC surface markers and gating strategy. (**A**) HSPCs are identified by their ‘LSK’ profile according to the absence of mature lineage markers (Lin-) together with expression of Sca-1 and c-Kit (Spangrude et al., 1988). While CD34- Flt3- long-term (LT) repopulating HSCs reside at the top of the hierarchy able to reconstitute all hematopoietic lineages, CD34+ Flt3- multipotential progenitors (MPPs) (or short-term (ST)-HSCs) have reduced reconstitution capacity and contain early myeloid-restricted progenitors (Osawa et al., 1996; Christensen and Weissman, 2001; Arinobu et al., 2007). The first lymphoid-primed multipotential progenitors (LMPPs) arise from the MPP population along with upregulation of Flt3 (Adolfsson et al., 2001; Luc et al., 2008). While LMPPs combine lymphoid and granulocyte-monocyte (GM) differentiation potentials, MPPs further commit to *L*in- Sca-1- c-*K*it+ (‘LK’) CD34+ common myeloid progenitors (CMPs) that integrate GM and megakaryocyte-erythroid (MkE) potentials (Adolfsson et al., 2005; Arinobu et al., 2007). This dual propensity is ultimately resolved in megakaryocyte-erythroid (MEP) and granulocyte-monocyte (GMP) progenitors based on differential expression of CD34 and CD16/32 (FcγIII/II) (Akashi et al., 2000). (**B**) Representative FACS gating strategy of BM using the HSPC staining panel described above. (FSC = forward scatter, SSC = side scatter, A = area, W = width, H = height).

**Figure 4—figure supplement 2.**
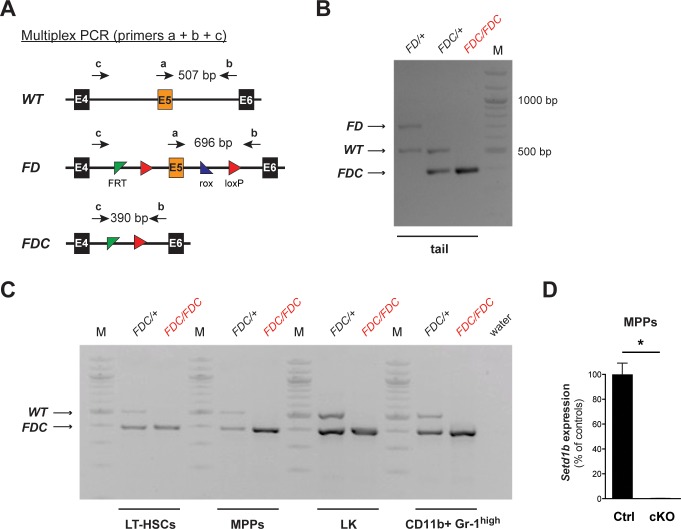
Complete recombination is achieved in FACS-sorted hematopoietic cell populations after tamoxifen induction. (**A**) Multiplex PCR strategy allowing for the parallel detection of the *FD*, *WT*, and recombined *FDC* allele of *Setd1b*. Corresponding primer binding positions and expected amplicon sizes for the PCR are schematically illustrated. (**B**) Representative genotyping results using genomic tail DNA. In homozygous *Setd1b^FDC/FDC;RC/+^* mice, only the recombined product (*FDC*) at a size of 390 bp is detectable. (**C**) Genotyping results in FACS-sorted LT-HSCs, MPPs, LK cells, and CD11b+ Gr-1^high^ granulocytes from BM. Complete recombination was achieved in all analyzed cell populations from *Setd1b^FDC/+;RC/+^* controls (n = 2) and *Setd1b^FDC/FDC;RC/+^* cKO mice (n = 2) 7 weeks after tamoxifen induction. (**D**) qRT-PCR analysis of *Setd1b* expression in MPPs 12 weeks after induction. *Setd1b* mRNA was completely lost in cKO cells (n = 2) compared to controls (n = 2) and relative to *Rpl19* expression. The mean ± SD is illustrated (p*=0.041). (M = molecular marker, E = exon, bp = base pairs).

Due to the discrepancy between unchanged myeloid progenitors in the LK compartment but excessive accumulation of myeloid cells in hematopoietic organs and blood of cKO mice, HSPCs in spleens were also analyzed by FACS (Figure 4G). Controls expectedly displayed a small population of resident LT-HSCs and MEPs. In cKO mice, however, both LSK and LK compartments were highly enriched (Figure 4H). This indicates that extramedullary hematopoiesis in the spleen was primarily responsible for the increased myeloid cell output in peripheral blood.

### Setd1b is intrinsically required within cells of the hematopoietic system

Because the ubiquitous *Rosa26-Cre-ERT2* mouse deletes also in cells of the hematopoietic niche, the above data do not exclude stromal contributions to the cKO phenotype. For an unbiased analysis of Setd1b function intrinsic to hematopoietic cells, we transplanted HSC-enriched (Lin- CD3-) BM of heterozygous *Setd1b^FD/+;RC/+^* or homozygous *Setd1b^FD/FD;RC/+^* donor mice into lethally irradiated WT (B6.SJL) recipients (Figure 5A). After successful reconstitution of the hematopoietic system, the first cohort was subjected to tamoxifen induction 20 weeks after transplantation (TX) and the second cohort 28 weeks after TX (Figure 5B). Donor and host cells were distinguished by FACS analysis of the surface markers CD45.2 and CD45.1, respectively (Figure 5C, cohort 1; Figure 5—figure supplement 1, cohort 2). After induction, the overall number of CD45.2+ donor derived cells continuously dropped in blood from cKO transplanted mice, whereas in controls repopulation with CD45.2+ cells reached >90% within a few weeks (Figure 5C–i; Figure 5—figure supplement 1A). Because the CD45.2+ fraction of CD11b+ Gr-1^high^ granulocytes was unaffected (Figure 5C–ii; Figure 5—figure supplement 1B), we assume that the progressive loss of CD45.2+ cells in blood is due to an overall decrease in lymphocyte counts (Figure 5D–i). Furthermore, cKO transplanted mice revealed nearly normal neutrophil (Figure 5D–ii) and red blood cell counts (Figure 5D–iii), but significantly reduced thrombocyte counts (Figure 5D-iv), in accordance with our findings after ubiquitous deletion of Setd1b (Figure 2B). Likewise, dysplastic granulocytes and immature myeloid forms were detected in blood (Figure 5E). Despite these obvious hematopoietic defects, the majority of cKO transplanted mice appeared normal and survived long-term; only two animals deceased (14.3%) 21 and 47 weeks after tamoxifen induction, respectively. The remaining mice were subsequently analyzed at 22 (cohort 1) and 48 weeks (cohort 2) after induction. Except for mildly increased spleen weights (Figure 5F), no major organ abnormalities were noted in cKO transplanted mice. However, FACS analysis of splenic cell populations largely recapitulated our previous findings, including reduced numbers of CD19+ B cells and increased numbers of CD11b+ Gr-1^high^ granulocytes and CD11b+ Gr-1^low^ myeloid precursors (Figure 5G). Similarly, the characteristic shift of HSPCs within the LSK compartment was reproduced in BM from cKO transplanted mice (Figure 5H). Although total numbers of LT-HSCs as well as CMPs, GMPs, and MEPs did not differ between cKO transplanted mice and controls, MPPs were markedly enriched and LMPPs nearly completely lost (Figure 5I). In summary, the confined deletion of Setd1b within the hematopoietic system of cKO transplanted mice was sufficient to generate major characteristics of the cKO phenotype (lympho- and thrombocytopenia, dysplasia, myeloid skewing in spleen, disturbed HSPC homeostasis). This suggests that Setd1b function is largely intrinsic to the hematopoietic lineages.

**Figure 5.**
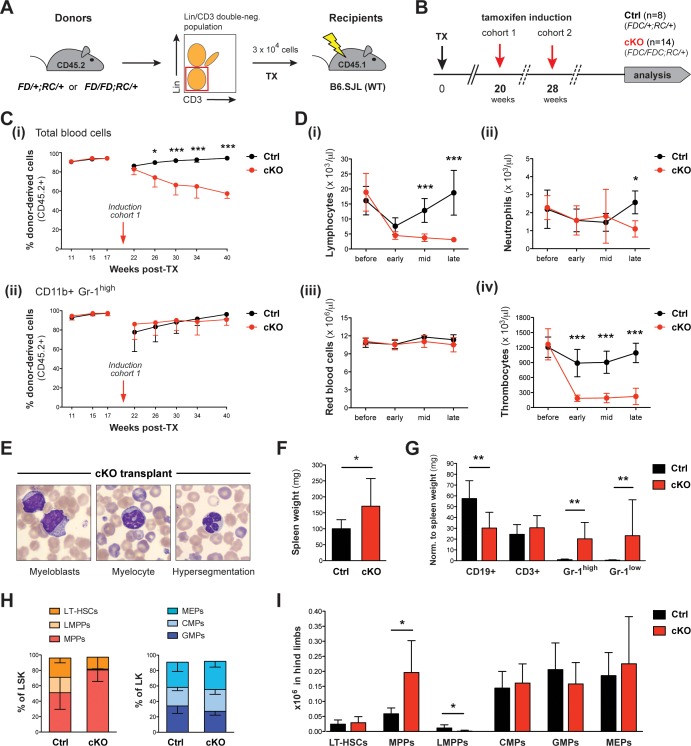
Upon tamoxifen induction, mice with a cKO BM transplant reproduce major characteristics of the cKO phenotype. (**A**) Transplantation (TX) setup. The HSC-enriched fraction (Lin- CD3-) of BM from heterozygous *Setd1b^FD/+;RC/+^* or homozygous *Setd1b^FD/FD;RC/+^* donor mice (CD45.2+) was intravenously injected into lethally irradiated B6.SJL recipients (CD45.1+) (3 × 10^4^ cells per TX). (**B**) Successfully reconstituted mice (Ctrl n = 8, cKO n = 14) were induced with tamoxifen: cohort 1 at 20 weeks, cohort 2 at 28 weeks after TX (each cohort with Ctrl n = 4, cKO n = 7). (**C**) FACS analysis of the CD45.1/2 chimerism in peripheral blood (cohort 1). (**i**) Before induction, high percentages (92–95%) of donor-derived CD45.2+ blood cells were reached in all transplanted mice. Immediately after induction, this ratio declined in cKO transplanted mice, whereas it remained high in controls (p*<0.05, p***<0.001). (**ii**) The contribution of CD45.2+ cells to CD11b+ Gr-1^high^ granulocytes was comparable between cKO transplanted mice and controls. (**D**) Blood count analysis, including data from both cohorts, before and after induction (early = 4–6 weeks, mid = 11–12 weeks, late = 21–22 weeks). (**i**) After an initial decline, cKO transplanted mice remained lymphocytopenic. (**ii**) Neutrophil granulocytes as well as (**iii**) red blood cells revealed normal levels except for a slight decrease at late stages. (**iv**) Platelet counts were highly diminished at all stages (p*<0.05, p***<0.001). (**E**) Wright-Giemsa stained blood smears of cKO transplanted mice 48 weeks after induction. Both immature forms and nuclear dysplasia of myeloid cells were noted. (**F**) cKO transplanted mice showed mildly increased (p*=0.044) spleen weights (Ctrl n = 8, cKO n = 12; 22 + 48 weeks after induction). (**G**) FACS analysis of splenic cell compartments. While CD11b+ Gr-1^high^ and CD11b+ Gr-1^low^ myeloid cells were increased (p**=0.003), CD19+ B cells but not CD3+ T cells were decreased (p**=0.002) in cKO transplanted mice. (**H**) FACS analysis of HSPC populations in the BM. cKO transplanted mice revealed abnormal HSPC ratios within the LSK compartment. (**I**) While MPPs were enriched (p*=0.019), LMPPs were almost undetectable (p*=0.011). All graphs depict the mean ± SD (data derived from two independent experiments).

**Figure 5—figure supplement 1.**
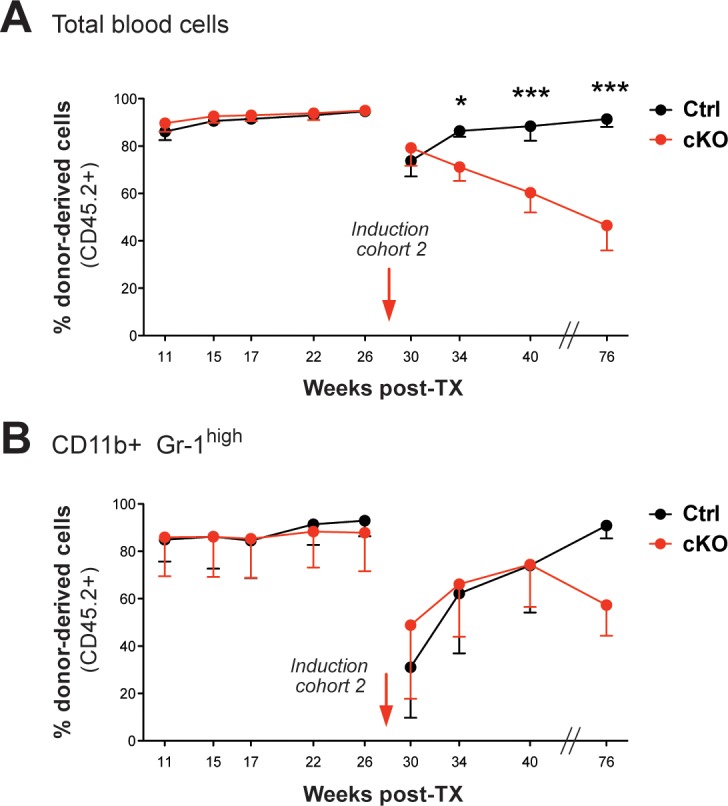
FACS analysis of the CD45.1/2 chimerism in peripheral blood (cohort 2). (**A**) Immediately after tamoxifen induction, the initially high percentages of CD45.2 + donor-derived cells in blood (91–96%) continuously dropped in cKO transplanted mice (p*<0.05, p***<0.001). (**B**) Despite an obvious decline of CD45.2+ granulocytes (CD11b+ Gr-1^high^) in all transplant recipients after induction, the levels recovered over time. The graphs depict the mean ± SD.

### The hematopoietic-specific deletion of Setd1b by *Vav-Cre* is lethal and reveals functional deficits of HSPCs

Until this point, we induced the knockout of Setd1b in adult mice that had already established a functional hematopoietic system. To examine whether Setd1b function is required for hematopoietic development, we crossed Setd1b conditional mice to the hematopoietic-specific *Vav-Cre* (VC) deleter, which activates Cre expression in all hematopoietic lineages from E13.5 onwards (Ogilvy et al., 1999; Stadtfeld and Graf, 2005). Both heterozygous *Setd1b^FD/+;VC/+^* (Ctrl) and homozygous *Setd1b^FD/FD;VC/+^* (vKO) littermates were born at expected Mendelian ratios (Figure 6A). Complete recombination of the *FD* allele (to *FDC*) in selected hematopoietic lineages was verified by PCR in FACS-sorted LT-HSCs, MPPs, LK cells, and CD11b+ Gr-1^high^ granulocytes (Figure 6—figure supplement 1). At the time of weaning, vKO pups did not display obvious abnormalities, indicating that an adult hematopoietic system could be established in the absence of Setd1b. However, vKO mice died prematurely with a median survival of 25 weeks (Figure 6B). Analysis of peripheral blood counts in 10–30 weeks old mice revealed multilineage cytopenia affecting lymphocytes, thrombocytes, and - to a minor degree - red blood cells (Figure 6C). Despite myeloid precursor increase (Figure 6D), the overall quantity of neutrophil granulocytes in peripheral blood remained unchanged (Figure 6C), which is similar to our findings in cKO transplanted mice (Figure 5D–ii). Likewise, only mild splenomegaly was observed in ≥12 weeks old vKO mice compared to respective controls (Figure 6E). The splenic cell compartments, however, shifted toward increased CD11b+ Gr-1+ myeloid cells and decreased lymphocyte populations (Figure 6F). HSPC analysis in vKO BM revealed an almost complete loss of LMPPs along with significantly reduced GMP numbers (Figure 6G). In striking contrast to our findings in cKO mice, no selective expansion of the MPP compartment was detected.

**Figure 6.**
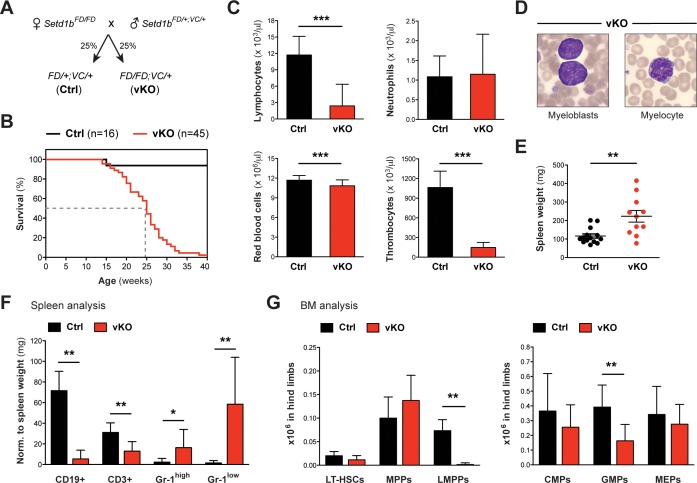
Hematopoietic-specific deletion of Setd1b using *Vav-Cre* is lethal and impedes production of early progenitors. (**A**) Breeding strategy. Mice heterozygous for *Vav-Cre* (*VC/+*) and either heterozygous (Ctrl) or homozygous (vKO) for the conditional *Setd1b* allele were used for analysis. (**B**) Kaplan-Meier survival curve. All vKO mice died with a median survival of 25 weeks (dashed line). (**C**) Peripheral blood counts of mice aged between 10 and 32 weeks (Ctrl n = 30, vKO n = 35). Both lymphocyte and thrombocyte counts were severely diminished in vKO blood (p***<0.0001). Furthermore, mice showed mild but significant anemia (p***=0.0002) (data representative of >20 measurements). (**D**) Wright-Giemsa stained blood smears. Immature myeloid forms, including myeloblasts and myelocytes, were detected in vKO blood. (**E**) The majority of vKO mice (n = 11) aged between 5 and 31 weeks developed mild splenomegaly as compared to controls (n = 14) (p**=0.004). (**F**) FACS analysis of splenic cell compartments (Ctrl n = 6, vKO n = 7). In spleens from vKO mice, lymphocytes were highly reduced with respect to spleen weight (mg) (p**<0.008), while CD11b+ Gr-1^high^ (p*=0.035) as well as CD11b+ Gr-1^low^ granulocytes (p**=0.001) were increased. (**G**) FACS analysis of HSPCs in BM. In vKO mice (n = 7), LMPPs were almost undetectable (p**=0.003) and GMPs were more than twofold decreased (p**=0.005) compared to control littermates (n = 6). The data in (**F**) and (**G**) are representative of four independent experiments. The graphs in (**C**), (**F**), and (**G**) depict the mean ± SD; in (**E**) the mean ± SEM is illustrated. 10.7554/eLife.27157.017Figure 6—source data 1.Numerical data used to generate Figure 6G (HSPCs BM VC).

**Figure 6—figure supplement 1.**
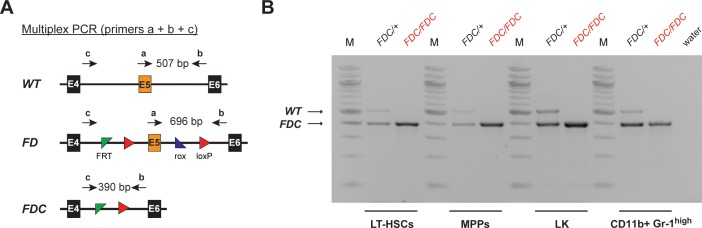
Complete recombination is achieved in FACS-sorted hematopoietic cell populations. (**A**) Multiplex PCR strategy allowing for the parallel detection of the *FD*, *WT*, and recombined *FDC* allele of *Setd1b*. Corresponding primer binding positions and expected amplicon sizes for the PCR are schematically illustrated. (**B**) Genotyping results in FACS-sorted LT-HSCs, MPPs, LK cells, and CD11b+ Gr-1^high^ granulocytes from BM. Complete recombination was achieved in all analyzed cell populations from 25 weeks old *Setd1b^FD/FD;VC/+^* vKO mice (n = 2) and *Setd1b^FD/+;VC/+^* controls (n = 2). (M = molecular marker, E = exon, bp = base pairs).

**Figure 6—figure supplement 2.**
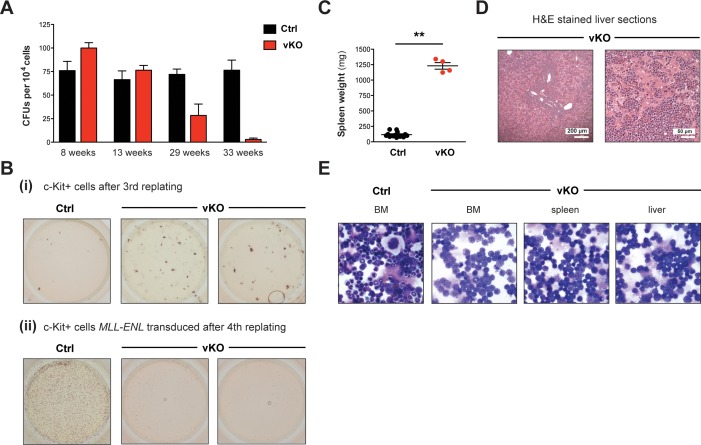
Setd1b-deficient HSPCs reveal impaired differentiation and proliferation. (**A**) Colony-forming unit (CFU) assay in semi-solid medium supporting myeloid differentiation. 10^4^ cells from total BM of control and vKO mice were plated in duplicates and analyzed 9 days later. CFU numbers gradually decreased in vKO mice with increasing age, indicating progressive stem cell exhaustion. Depicted is the mean ± SD (n = 2 technical replicates per mouse). (**B**) Replating assays in semi-solid medium supporting myeloid differentiation. (**i**) 2 × 10^4^ c-Kit+ BM cells were replated for three rounds. After the third replating, no colonies were obtained anymore in controls. However, sustained colony formation was detected in vKO samples, indicating delayed differentiation. (**ii**) c-Kit+ BM cells were retrovirally transduced with *MLL-ENL* and 2 × 10^4^ cells were replated for four rounds. After the fourth replating, control cells were immortalized as evident from numerous appearing colonies, while vKO cells had exhausted their proliferative potential. (**C**) 14% of 24–33 weeks old vKO animals (n = 4) developed massively increased spleen weights (p**=0.004). The graph depicts the mean ± SEM. (**D**) H&E stained sections of enlarged livers in respective vKO animals showed leukemic infiltrations that destroyed normal tissue architecture. (**E**) May-Grünwald-Giemsa stained cytospins revealed an almost exclusive presence of myeloid blasts in BM, spleen, and liver of diseased vKO mice.

To characterize the properties of Setd1b-deficient HSPCs independent from the BM niche, we performed colony-forming unit (CFU) assays in semi-solid medium that specifically supported myeloid differentiation. The number of CFUs decreased with increasing age of vKO mice, indicating progressive exhaustion of stem cells in the BM (Figure 6—figure supplement 2A). In serial replating experiments, c-Kit+ control cells completely exhausted their self-renewal capacity after three rounds of replating. On the other hand, vKO cells could still form colonies, indicating delayed differentiation of myeloid progenitors (Figure 6—figure supplement 2B-i). Instead, when challenged by a strong oncogenic input such as *MLL-ENL*, c-Kit+ vKO cells eventually exhausted their replating potential in contrast to control cells that were immortalized after four rounds of replating (Figure 6—figure supplement 2B-ii). Apparently, vKO myeloid progenitors were incompatible with the high proliferative demand imposed on them by *MLL-ENL*, indicating that the loss of Setd1b not only causes differentiation but also proliferation defects. This functional impairment potentially leads to a chronic stress situation *in vivo*, marked by insufficient output of differentiated blood cells and increased compensatory hematopoietic activity. The inability of vKO mice to tolerate this ongoing stress response provides a likely explanation for the finding that 14% of vKO mice older than 24 weeks developed a myeloproliferative neoplasm (MPN). The disease manifested in rapid lethality, highly increased spleen weights, leukemic liver infiltrations, and an almost exclusive presence of myeloid blasts in affected organs (Figure 6—figure supplement 2C–E).

### HSPCs, especially LT-HSCs and LMPPs, depend on Setd1b function

To further specify the functional defects of vKO HSPCs, we transplanted total BM cells from 12 weeks old heterozygous *Setd1b^FD/+;VC/+^* (Ctrl) or homozygous *Setd1b^FD/FD;VC/+^* (vKO) donor mice (CD45.2+) into lethally irradiated WT (B6.SJL) recipients (CD45.1+) (Figure 7A). Reconstitution of the hematopoietic system was assessed by FACS analysis of CD45.2+ donor-derived blood cells at weeks 4, 8, and 14 after TX (Figure 7B). While in controls the contribution of CD45.2+ blood cells reached >90%, it significantly dropped in vKO transplanted mice to <40% within 14 weeks after TX (Figure 7B–i). However, this decrease did not affect CD11b+ Gr-1^high^ granulocytes (Figure 7B–ii), indicating that vKO HSPCs were generally able to repopulate the irradiated BM niche. Instead, the loss of CD45.2+ cells in blood was almost entirely attributable to lymphocyte populations, of which donor-derived CD19+ B cells were completely undetectable in vKO transplanted mice (Figure 7C). Similar to the findings in vKO mice (Figure 6C), both lymphocyte and thrombocyte counts were highly diminished, while neutrophil granulocytes as well as red blood cells were unchanged in vKO transplanted mice (Figure 7—figure supplement 1A). Final analysis of hematopoietic cell populations in spleen and BM was performed 16 weeks after TX. Of note, until this time, no vKO transplanted mouse died or developed MPN. While average spleen weights were normal (Figure 7—figure supplement 1B), vKO transplanted mice revealed decreased total numbers of CD19+ B cells but not CD3+ T cells and increased numbers of both CD11b+ Gr-1^high^ and CD11b+ Gr-1^low^ granulocytes in spleen (Figure 7D–i). Similar to blood, the contribution of CD45.2+ donor-derived cells in splenic lymphocytes was almost completely abolished, while it was barely affected in CD11b+ Gr-1^high^ and CD11b+ Gr-1^low^ granulocytes (Figure 7D–ii). Final BM analysis of vKO transplanted mice revealed decreased numbers of both LT-HSCs and LMPPs along with increased numbers of MPPs and an unchanged LK compartment (Figure 7E–i). Interestingly, the contribution of CD45.2+ donor-derived cells in HSPCs in vKO transplanted mice was significantly reduced in all populations examined except for MPPs (Figure 7E–ii). Altogether, these findings substantiate the crucial role of Setd1b in HSPC populations, including LT-HSCs and LMPPs. In particular, lymphopoiesis appears to fully depend on Setd1b function.

**Figure 7.**
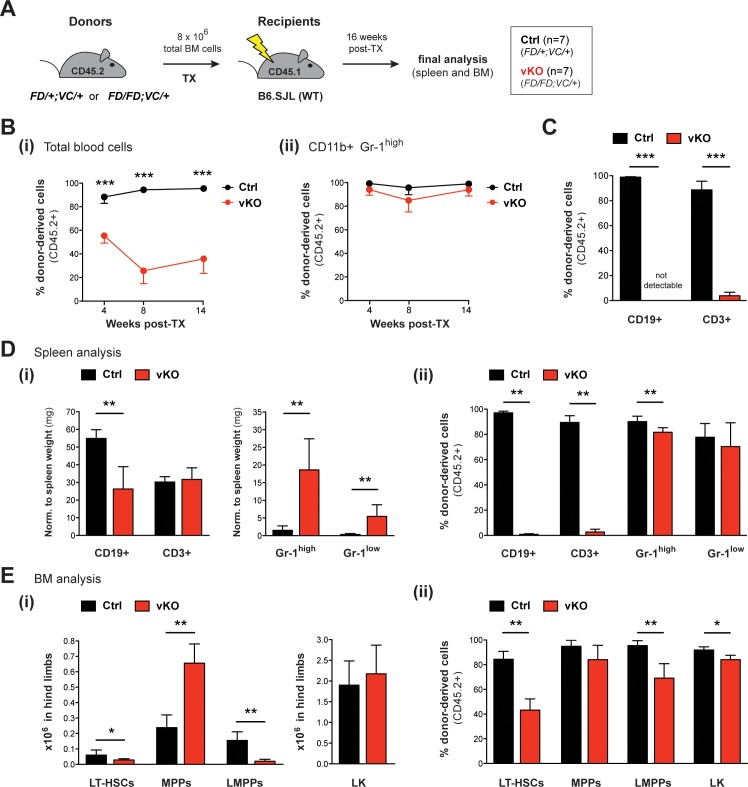
Transplantation of vKO BM recapitulates major characteristics of the vKO phenotype. (**A**) Transplantation (TX) setup. BM cells from heterozygous *Setd1b^FD/+;VC/+^* or homozygous *Setd1b^FD/FD;VC/+^* donor mice (CD45.2+) were intravenously injected into lethally irradiated B6.SJL recipients (CD45.1+) (8 × 10^6^ cells per TX). The mice (Ctrl n = 7, vKO n = 7) were analyzed 16 weeks after TX. (**B**) FACS analysis of the CD45.1/2 chimerism in peripheral blood over time. (**i**) The contribution of CD45.2+ donor derived cells severely declined in vKO transplanted mice (p***<0.001). (**ii**) In CD11b+ Gr-1^high^ granulocytes, the CD45.2+ ratio remained high and was comparable between vKO transplanted mice and controls. (**C**) FACS analysis of the CD45.1/2 chimerism in peripheral blood lymphocytes 14 weeks after TX. Both CD19+ B cell and CD3+ T cell populations were almost completely devoid of CD45.2+ donor-derived cells in vKO transplanted mice (p***=0.001). (**D**) FACS analysis of splenic cell compartments (Ctrl n = 6, vKO n = 5) 16 weeks after TX. (**i**) In spleens from vKO transplanted mice, B cells were significantly reduced (p**=0.004) with respect to spleen weight (mg), while both CD11b+ Gr-1^high^ as well as CD11b+ Gr-1^low^ granulocytes were increased (p**=0.004). (**ii**) FACS analysis of the CD45.1/2 chimerism in the respective cell compartments. While the contribution of CD45.2+ donor-derived cells in lymphocytes from vKO transplanted mice was almost completely abolished (p**=0.004), it was only slightly reduced in Gr-1^high^ granulocytes (p**=0.004) and unchanged in Gr-1^low^ cells. (**E**) FACS analysis of HSPCs in BM (Ctrl n = 6, vKO n = 5) 16 weeks after TX. (**i**) In vKO transplanted mice, significant reductions were noted in both LT-HSCs (p*=0.028) and LMPPs (p**=0.005), while MPPs were increased (p**=0.009) and LK cells were unchanged compared to controls. (**ii**) FACS analysis of the CD45.1/2 chimerism in the respective cell compartments. Except for MPPs, the contribution of CD45.2+ donor derived cells was significantly reduced in LT-HSCs (p**=0.004), LMPPs (p**=0.004), and LK cells (p*=0.017) in BM from vKO transplanted mice. All graphs depict the mean ± SD (data in (**D**) and (**E**) derived from three independent experiments).

**Figure 7—figure supplement 1.**
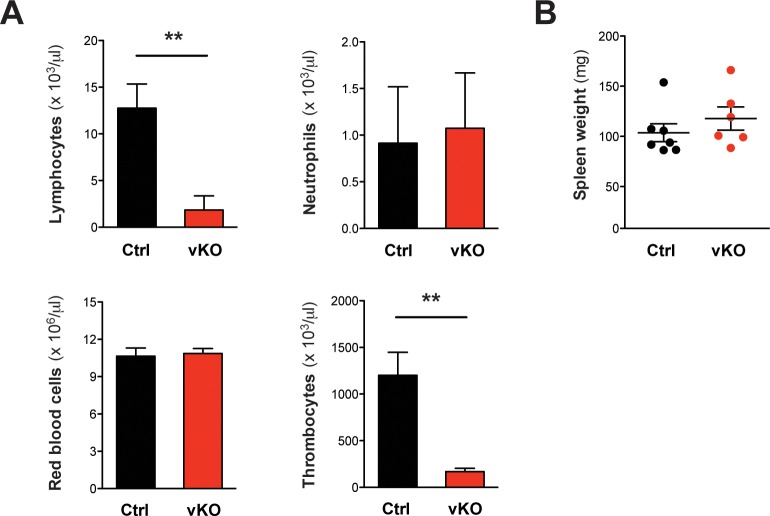
Blood count analysis and spleen weights in *VC/+* transplanted mice. (**A**) Peripheral blood counts of transplanted mice at the final analysis date 16 weeks after TX (Ctrl n = 6, vKO n = 6). Both lymphocyte and thrombocyte counts were severely diminished in vKO transplanted mice (p**=0.002). (**B**) Spleen weights were comparable between vKO transplanted mice (n = 7) and controls (n = 6). The graphs in (**A**) depict the mean ± SD, in (**B**) the mean ± SEM is shown.

### Competitive BM reconstitution reveals cell-autonomous effects of Setd1b in both myeloid and lymphoid lineages

The data gathered so far largely reflect Setd1b hematopoietic contributions during adaptation to a failing hematopoietic system. All these Setd1b KO models were characterized by varying degrees of multilineage peripheral cytopenia, which likely provoked compensatory hematopoietic activity. Therefore, several aspects of the KO phenotype might be due to stress hematopoiesis and not directly relate to cell-autonomous effects of Setd1b. To differentiate between cell-autonomous and non-autonomous effects of Setd1b deletion in the absence of peripheral cytopenia, we performed competitive BM reconstitution experiments using the *Rosa26-Cre-ERT2* model. Total BM cells from heterozygous *Setd1b^FD/+;RC/+^* or homozygous *Setd1b^FD/FD;RC/+^* donor mice were mixed in a 1:1 ratio with WT BM and transplanted into lethally irradiated WT (B6.SJL) recipients (Figure 8A). After successful reconstitution of the hematopoietic system, the mice were subjected to tamoxifen induction 16 weeks after TX. The hematopoietic contribution of CD45.2+ donor-derived cells was regularly monitored by FACS analysis in peripheral blood (Figure 8B). Immediately after tamoxifen induction, the percentage of CD45.2+ cells in blood severely declined in cKO/WT transplanted mice (Figure 8B–i). In striking contrast to previous transplantations, this decline was also reflected in CD11b+ Gr-1^high^ granulocytes (Figure 8B–ii). In addition, the contribution of CD45.2+ cells in both CD19+ B cells and CD3+ T cells was significantly reduced (Figure 8C). Final analysis of hematopoietic cell populations in spleen and BM was performed 14 weeks after tamoxifen induction (30 weeks after TX). In accordance with the competitive setting, cKO/WT transplanted mice showed normal numbers of lymphocytes and granulocytes in blood (data not shown) as well as in spleen (Figure 8D–i). However, the contribution of CD45.2+ cells in each cell population was significantly decreased (Figure 8D–ii). In BM of cKO/WT transplanted mice, normal numbers of LT-HSCs, LMPPs, and LK cells were detected except for an enriched MPP population (Figure 8E–i). Interestingly, MPPs were the only cell type, in which the contribution of CD45.2+ cells was unchanged and comparable to controls, indicating that Setd1b was largely dispensable for their function (Figure 8E–ii). However, all other HSPC populations revealed a significant reduction in their CD45.2+ donor-derived cell compartment (Figure 8E–ii). Since in a competitive setting with WT BM, normal hematopoiesis rescues any deficits caused by Setd1b deletion, cKO HSPCs were relieved of the necessity to maintain homeostasis. This situation allowed unmasking cell-autonomous effects of Setd1b deletion, which we found to encompass both HSCs as well as myeloid and lymphoid progenitors with the notable exception of MPPs.

**Figure 8.**
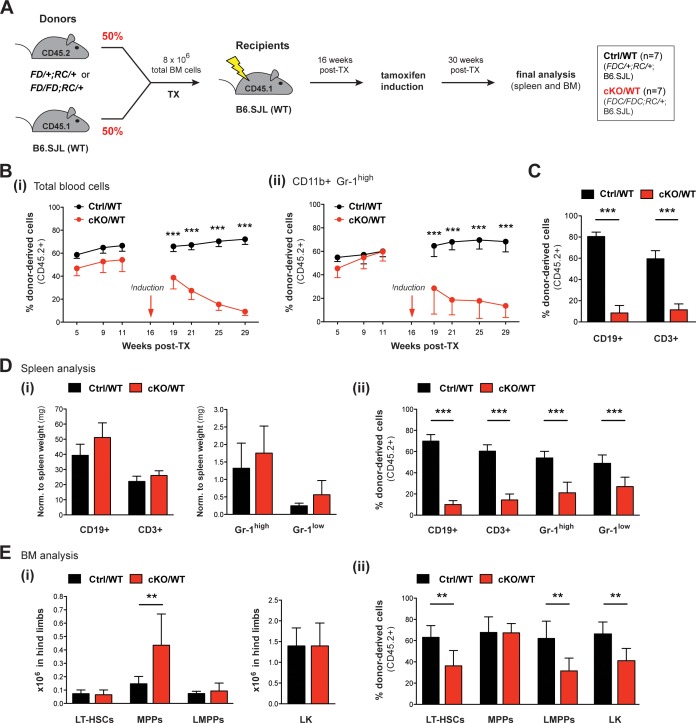
Competitive transplantation experiments reveal crucial requirements of Setd1b in HSPCs as well as myeloid and lymphoid lineages. (**A**) Transplantation (TX) setup. BM cells from tamoxifen-inducible heterozygous *Setd1b^FD/+;RC/+^* or homozygous *Setd1b^FD/FD;RC/+^* donor mice (CD45.2+) were intravenously injected together with WT cells (1:1) into lethally irradiated B6.SJL recipients (CD45.1+) (8 × 10^6^ cells per TX). Tamoxifen was applied 16 weeks after TX and the mice (Ctrl/WT n = 7, cKO/WT n = 7) were analyzed 14 weeks later. (**B**) FACS analysis of the CD45.1/2 chimerism in peripheral blood over time. (**i**) Immediately after tamoxifen induction, the contribution of CD45.2+ donor-derived cells severely declined in cKO/WT transplanted mice (p***<0.001). (**ii**) In CD11b+ Gr-1^high^ granulocytes, the CD45.2+ ratio similarly dropped to < 10% (p***<0.001). (**C**) FACS analysis of the CD45.1/2 chimerism in peripheral blood lymphocytes 13 weeks after induction. In both CD19+ B cell and CD3+ T cell populations, the contribution of CD45.2+ donor-derived cells was significantly reduced in cKO/WT transplanted mice (p***=0.001). (**D**) FACS analysis of splenic cell compartments (Ctrl/WT n = 7, cKO/WT n = 6) 14 weeks after induction. (**i**) Absolute cell numbers (with respect to spleen weight) were comparable between cKO/WT transplanted mice and controls. (**ii**) FACS analysis of the CD45.1/2 chimerism in the respective cell compartments. In cKO/WT transplanted mice, the contribution of CD45.2+ donor-derived cells significantly decreased in all analyzed populations (p***=0.001). (**E**) FACS analysis of HSPCs in BM (Ctrl/WT n = 7, cKO/WT n = 6) 14 weeks after induction. (**i**) No major changes in overall HSPC numbers were detected in cKO/WT transplanted mice, except for slightly increased MPPs (p**=0.003). (**ii**) FACS analysis of the CD45.1/2 chimerism in the respective cell compartments. Except for MPPs, the contribution of CD45.2+ donor-derived cells was significantly reduced in LT-HSCs (p**=0.005), LMPPs (p**=0.008), and LK cells (p**=0.008) in BM from cKO/WT transplanted mice. All graphs depict the mean ± SD. 10.7554/eLife.27157.021Figure 8—source data 1.Numerical data used to generate Figure 8E (LSK BM competitive TX).

### Setd1b serves as a crucial regulator of normal proliferation and differentiation potential in HSPCs

To further identify initial changes upon loss of Setd1b, we performed mRNA expression profiling using the LSK compartment of control (*Setd1b^FDC/+;RC/+^*) and cKO (*Setd1b^FDC/FDC;RC/+^*) littermates (n = 3 each) 3 days after the last tamoxifen gavage. 

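RNA of sorted LSK cells from 3 Ctrl and 3 cKO mice was sequenced, with 1 library per mouse. Tamoxifen had been given in doses of 4.5 mg, of which the paper states 5 and the sample labels state 6. The authors aligned the reads to the mouse genome (GRCm38) and deposited, for each of 45706 genes, the number of uniquely aligned reads on the strand of the gene, without normalization. Between 13003573 and 21277519 reads per Ctrl mouse were counted on genes, with a median of 16559472. For the cKO mice the totals lay between 14260925 and 15265730, with a median of 14512317. The paper gives about 35 (30-53) Mio sequenced reads per sample, and the values reported here rest on the counted reads. The library numbers in the header of the table form 2 groups, which are taken here as 2 library series. Neither the paper nor the sample labels state such series. The first series holds cKO mice AI02 and AI55 and Ctrl mouse AI03, and the second holds cKO mouse AH74 and Ctrl mice AI54 and AI56. The transcripts Gm42418 and Gm26917 together took between 4.45% and 5.30% of the counts in the first series and between 7.52% and 9.04% in the second, so that this share differed more between the series than between the genotypes. Within each series it was higher in every Ctrl library than in every cKO library. Counts were scaled by edgeR's TMM factors, which lay between 0.945 and 1.03, and 15184 genes passed edgeR's default filter on low counts. Each gene was tested with edgeR's quasi-likelihood test over all 6 libraries, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as DEGs. For a single value, an exact permutation test of 3 mice against 3 gives no two-sided p below 0.1.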

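Setd1b (ENSMUSG00000038384) lies on chromosome 5 from 123142193 to 123168629. Its expression was 213 ± 16.2 CPM (counts scaled to library size; SD, n = 3) in Ctrl and 292 ± 21.1 CPM (SD, n = 3) in the libraries labelled cKO. The log2 fold change was 0.46 (standard error 0.073, adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in every library labelled cKO than in every Ctrl library (exact permutation test, two-sided p = 0.1). The difference was 0.34 in the first library series and 0.60 in the second. It stayed between 0.38 and 0.50 under 15 alternatives of processing, with adjusted p-values from 1.2e-08 to 0.011. The total count of the targeted gene was therefore not lower in the libraries labelled cKO. Directions of change are given as libraries labelled cKO against Ctrl. The frameshifting exon 5 of the conditional allele matches, in the GENCODE annotation of GRCm38, an exon from 123146550 to 123146662. This exon has 113 bases, 0.936% of the 12068 exon bases of the gene, and the deposited counts are per gene and not per exon. The rise of the total count thus neither shows nor contradicts the loss of this exon. With a qRT-PCR primer named for exon 5, the paper reports loss of Setd1b mRNA in cKO MPPs, later after induction. It also reports complete recombination by PCR in sorted cells and loss of the protein in liver. Of the other Set1/Trithorax methyltransferases, Setd1a, Kmt2a, Kmt2b, Kmt2c and Kmt2d had log2 fold changes between -0.09 and 0.22, none past the threshold, and 1 of these 5 had an unadjusted p under 0.05. This gene, Kmt2a, was nearest to it (0.22, adjusted p = 0.063) and passed it under 5 of the 15 alternatives, with adjusted p-values over all of them from 0.018 to 0.20.

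**Figure D1:**
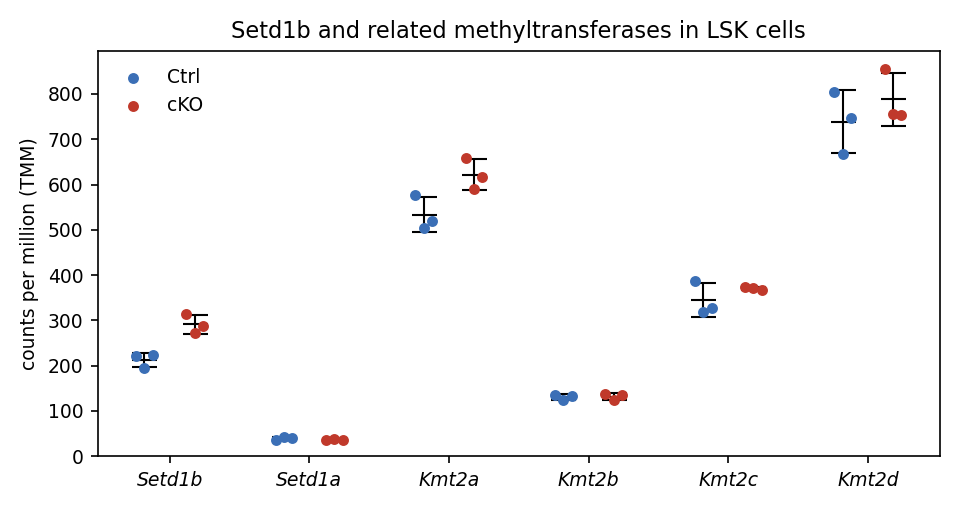
Expression of Setd1b and 5 related methyltransferases in LSK cells, in CPM scaled by TMM factors. Points are single mice (3 Ctrl, 3 labelled cKO), and bars give the mean and the SD. Setd1b lies higher in the 3 libraries labelled cKO than in the 3 Ctrl libraries.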

At this early stage, the cellular composition of the LSK compartment in cKO mice was largely comparable to controls (data not shown). The obtained reads showed good correlation among the biological replicates (Figure 9A). 

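Over the 15184 genes that passed the filter, Spearman correlations between libraries of one group lay between 0.989 and 0.993 across 6 pairs. Pairs of 1 Ctrl and 1 cKO library gave lower values, between 0.982 and 0.986 across 9 pairs. The mean within groups exceeded the mean between groups by 0.0068, against an SD of 0.0011 among pairs within groups. Pairs from different library series did not account for this gap, since within groups such pairs still reached at least 0.989. With all 25890 genes that had a count in at least 1 library, correlations within groups fell to between 0.959 and 0.964 and those between groups to between 0.957 and 0.959. The genes that enter the correlation thus moved its level more than the genotype did.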

Selected mRNAs were validated by qRT-PCR with good overall agreement (Figure 9—figure supplement 1A). Although similar numbers of differentially expressed genes (DEGs) were up- (635 DEGs) and downregulated (671 DEGs) at a false discovery rate (FDR) of 5%, twice as many genes were downregulated than upregulated when considering changes of >2-fold (Figure 9B; Figure 9—source data 1). This accords with expectations for an H3K4 methyltransferase to sustain gene expression. 

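At an adjusted p-value under 0.05, 1164 genes differed between the groups, 589 higher and 575 lower in the libraries labelled cKO. An unadjusted p under 0.05 was reached by 3470 genes. Of the 1164 DEGs, 1152 had no overlap between the 3 Ctrl and the 3 cKO values. Among all genes tested 27.3% had none, where chance gives 10%. The direction was the same in both library series for 1162 DEGs, which the lack of overlap between the groups largely fixed in advance. With the series as a covariate, a setting chosen after seeing the data, 939 remained DEGs. The median log2 fold change was 0.55 among higher and -0.47 among lower DEGs. A change of more than 2-fold was fitted for 122 higher and 160 lower DEGs, 1.31 lower genes for each higher one. This ratio was 1.01 among genes with at least 10 counts in every library, 1.93 at an adjusted p under 0.01, and between 1.25 (without Ctrl mouse AI54) and 2.19 (without cKO mouse AH74) with 1 mouse left out. Of the planned settings, DESeq2 with shrunken fold changes moved these 2 counts most and left 7 higher and 35 lower genes beyond 2-fold.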

The most highly enriched pathways in the group of downregulated DEGs related to mitochondrial and metabolic processes as well as protein degradation pathways (Figure 9C; Figure 9—source data 2). This suggests that cKO cells have reduced metabolic activity, which potentially explains the proliferative deficit seen *in vitro* (Figure 6—figure supplement 2B-ii). On the other hand, the top upregulated terms included signaling pathways involved in regulation of stem cell quiescence, differentiation, and inflammatory signaling (e.g. IL-8, NF-kB), which may indicate early compensatory responses to stress (Figure 9C; Figure 9—source data 3). This assumption gains further support from enriched disease terms like ‘organismal injury’ and ‘inflammatory response’ in the upregulated DEGs (Figure 9—figure supplement 1B). 

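Families of genes fixed before the data were examined were tested with camera, from limma, on log2 CPM. The test used a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 20 sets. The paper had reported pathways of this kind on the same libraries, so the families below are not independent evidence. The study's lists hold 14 nuclear and 4 mitochondrially encoded oxidative phosphorylation genes of these families. They also hold 7 TCA cycle, 4 proteasome and 7 chaperone or unfolded protein response genes. Nuclear genes of oxidative phosphorylation were lower in the libraries labelled cKO by a median log2 fold change of -0.21 (83 genes, adjusted p = 2.7e-09), with 11 of them DEGs. The difference was -0.05 in the first library series and -0.29 in the second, and the set means of the 2 groups overlapped. Mitochondrially encoded genes of the same complexes had a median of -0.11 (12 genes, adjusted p = 0.023). Among these, mt-Co2, mt-Co3, mt-Atp8, mt-Atp6 and mt-Nd3 did not exceed 11.6 CPM in any library, while mt-Co1 had at least 3274 CPM. The median of this set thus rests in part on genes with few counts. Genes of the TCA cycle had a median of -0.19 (17 genes, adjusted p = 1.5e-05), with 5 DEGs, among them Mdh2, Sdhd and Idh3a. Proteasome genes fell by a median of 0.14 on the log2 scale (43 genes, adjusted p = 2.2e-06), with 1 DEG, Psmd7. In these 3 sets, too, the shift was smaller in the first series than in the second, at -0.08 and -0.24 for the mitochondrially encoded, -0.09 and -0.29 for the TCA cycle and -0.06 and -0.25 for the proteasome genes. The largest shift of these families was that of endoplasmic reticulum chaperones and genes of the unfolded protein response, with a median of -0.28 (25 genes, adjusted p = 7.0e-08) and 13 DEGs, among them Calr (log2 fold change -0.54), Canx and Hsp90b1. Under fry, which takes the correlation from the data, the TCA cycle, proteasome, chaperone and mitochondrially encoded sets stayed past the threshold, with adjusted p-values from 0.011 to 0.049. The nuclear oxidative phosphorylation set did not (adjusted p = 0.068). With the library series as a covariate, a setting added later, fry kept the chaperone set (adjusted p = 0.033) and none of the other 4 (adjusted p from 0.057 to 0.15). The mitochondrially encoded set missed camera's threshold once the trend of each library against gene length was removed (median -0.07, adjusted p = 0.12), without Ctrl mouse AI56 (-0.11, adjusted p = 0.054) or without cKO mouse AH74 (-0.10, adjusted p = 0.053). With a correlation estimated for each set none of the 20 passed, at adjusted p-values from 0.16 upward, and 4 had an unadjusted p under 0.05. Camera also placed between 3 and 10 of the 20 sets past the threshold in each of 9 splits of the libraries mixing the genotypes. Fry placed 13 there for the genotype and 0 in those splits, in which at most 1 set had an unadjusted p under 0.05. The sides of these splits still held unequal numbers of cKO libraries, so part of the genotype difference could enter camera's calls in them.

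**Figure D2:**
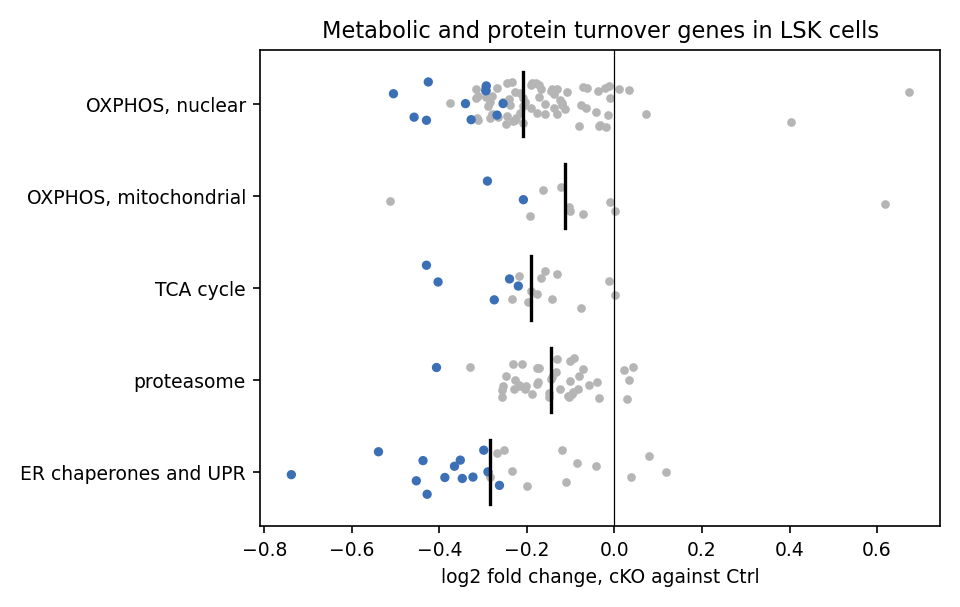
Log2 fold changes (cKO against Ctrl) of the genes of 5 families in LSK cells, 1 point per gene, with the median as a black line. Blue points are genes lower in cKO at an adjusted p-value under 0.05, and grey points are genes that did not pass. Medians lie between -0.28 and -0.11.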

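In the study's list for IL-8 signaling, 18 of the 19 genes were higher in the libraries labelled cKO at an adjusted p-value under 0.05, with a median log2 fold change of 0.64. For NF-kB signaling, 14 of 18 listed genes passed, with a median of 0.45, and the other 4 were higher without passing. Because the study chose both lists on these libraries, these counts are not independent evidence. A separate list of 28 transcriptional targets of NF-kB gave no shift past the threshold. Its median log2 fold change was 0.12 over 22 tested genes (adjusted p = 0.19 with camera and 0.20 with fry). Nfkbie and Nfkbiz were higher, at 0.43 and 0.47, and Tnfaip2 and Vcam1 were lower, at -0.85 and -1.70. Without cKO mouse AI55 the set passed camera's threshold (median 0.17, adjusted p = 0.040).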

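Tek (ENSMUSG00000006386), on chromosome 4, encodes the receptor Tie2. It rose from 18.8 ± 5.36 CPM (SD, n = 3) in Ctrl to 33.0 ± 2.91 CPM (SD, n = 3) in the libraries labelled cKO, a log2 fold change of 0.82 (standard error 0.16, adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 library series gave 0.73 and 1.01, and every cKO library lay above every Ctrl library. With each mouse left out in turn, the log2 fold change stayed between 0.61 and 1.05.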

Alternatively, some of the upregulated DEGs (e.g. *c-Mpl*, *Tek*) may be a consequence of downregulation of Setd1b-dependent repressors as we observed for Setd1b in oogenesis (Brici et al., 2017). In accordance with this notion, several transcription factors (e.g. *Cebpa*, *Gata1, Klf1*) and differentiation-specific genes (e.g. *Mpo*, *Elane*, *Pf4*, *Ighm*, *Il7r*, *Dntt*) involved in the hematopoietic lineages were amongst the most highly downregulated genes (Figure 9D). 

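All 9 genes named were lower in the libraries labelled cKO at an adjusted p-value under 0.05, with no overlap between the groups, and 7 of them fell by more than 2-fold. Dntt (ENSMUSG00000025014, chromosome 19) fell from 347 ± 178 to 6.00 ± 2.40 CPM (SD, n = 3 each), a log2 fold change of -5.86 (standard error 0.33, adjusted p = 4.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mpo (ENSMUSG00000009350, chromosome 11) fell from 2668 ± 330 to 359.7 ± 97.5 CPM (SD, n = 3 each), a log2 fold change of -2.89 (standard error 0.15, adjusted p = 1.6e-08). For Elane, Klf1 and Pf4 the log2 fold changes were -2.37, -2.07 and -1.27. Il7r fell by 1.42 on the log2 scale (adjusted p = 0.014). It missed the threshold without Ctrl mouse AI54 (-1.16, adjusted p = 0.060) or without cKO mouse AI55 (-1.42, adjusted p = 0.064), with adjusted p-values from 1.8e-06 to 0.064 over 15 alternatives. Ighm fell by 1.72 on the log2 scale (adjusted p = 2.1e-04), and transcripts of immunoglobulin light chains differed in parallel, from 62.8 to 202 CPM in the Ctrl libraries and from 0.42 to 35.6 CPM in the cKO libraries. Cebpa and Gata1 had the smallest changes of the 9, with log2 fold changes of -0.68 and -0.64. These genes are not independent evidence, since the study chose them on the same libraries. Lists of lineage genes had medians of -0.97 for granulocytes and monocytes (16 of 19 genes lower past the threshold), -1.30 for the erythroid lineage (12 of 17) and -0.38 for lymphoid priming (7 of 18). The study's lists hold 9, 8 and 4 members of these lists, so the medians are not independent of them. The adjusted p-values were 2.8e-15, 3.4e-11 and 3.6e-04 with camera and 0.0050, 0.0078 and 0.049 with fry. With the library series as a covariate, a setting of fry added later, they were 0.012, 0.044 and 0.15. The lymphoid list also missed fry's threshold with the trend against gene length (adjusted p = 0.051) or GC content (adjusted p = 0.052) removed, settings added later. For the lymphoid list, 1 split of the 6 libraries that mixed the genotypes gave a larger absolute median (0.48) than the genotype did. The megakaryocyte list did not shift past the threshold (median -0.22, adjusted p = 0.19), with Pf4 and Thbs1 lower and Itgb3, Rab27b and Gucy1a1 higher. From the lower expression of such genes, together with qRT-PCR in sorted populations, the paper proposes that Setd1b acts on genes important for cell fate choice and lineage specification.

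**Figure D3:**
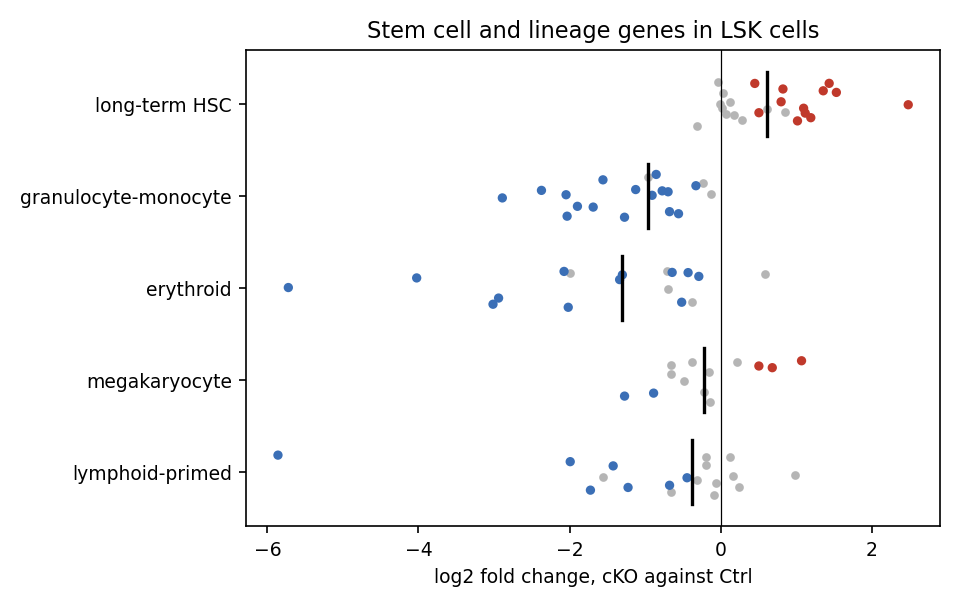
Log2 fold changes (cKO against Ctrl) of stem cell and lineage genes in LSK cells, 1 point per gene, with the median as a black line. Red and blue points are genes higher or lower in cKO at an adjusted p-value under 0.05, and grey points did not pass. The erythroid and the granulocyte-monocyte lists lie lowest, with medians of -1.30 and -0.97.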

To validate that the observed expression changes were not biased by an altered LSK composition in cKO BM, we performed qRT-PCR analysis of selected mRNAs in FACS-sorted HSPC populations from two representative mouse pairs (Figure 9—figure supplement 1C). The expression levels in cKO mice of *Klf1, Mpo,* and *Ighm* were consistently downregulated in LT-HSCs, MPPs, and LMPPs, respectively. Altogether, these findings strengthen the hypothesis that Setd1b affects expression of key hematopoietic genes that are important for cell fate choice and lineage specification.

**Figure 9.**
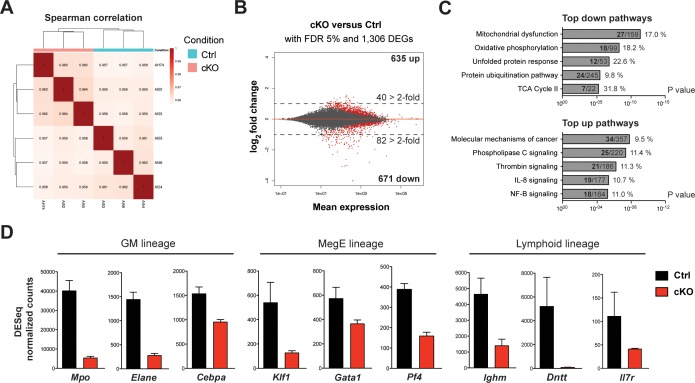
mRNA expression profiling implicates Setd1b as an essential factor for normal proliferation and differentiation of HSPCs. To reflect the initial changes upon loss of Setd1b, the LSK compartment from control (*Setd1b^FDC/+;RC/+^*) and cKO (*Setd1b^FDC/FDC;RC/+^*) littermates (n = 3) was isolated 3 days after the tamoxifen induction was completed. mRNA expression profiling yielded on average 35 million reads per sample. (**A**) Spearman correlation. All biological replicates mapped well together, indicating good reproducibility and data quality. (**B**) Nearly equal amounts of up- (635) and downregulated (671) differentially expressed genes (DEGs) were detected applying a false discovery rate (FDR) of 5%. However, twice as many DEGs were > 2-fold downregulated (82) than upregulated (40) as indicated by the dashed line at log_2_ = 1. All red data points refer to significant changes (adjusted p value < 0.05). (**C**) Pathway analysis using IPA software. In the group of downregulated DEGs, metabolic processes and protein degradation pathways were amongst the most enriched terms, suggesting that cKO cells were metabolically less active. In the category of upregulated DEGs, several signaling pathways relating to cancer and inflammation were enriched. For each pathway the total number of affected DEGs (bold) and percentages are given with respect to total number of genes within one group. (**D**) DESeq normalized counts of selected genes. Some of the most significantly downregulated genes (>1.6-fold) could be ascribed to transcription factors important for lineage specification and differentiation-specific genes. Each graphs depicts the mean ± SD. (GM = granulocyte/monocyte, MegE = megakaryocyte/erythroid). 10.7554/eLife.27157.024Figure 9—source data 1.Data used to generate Figure 9B (DEGs > 2-fold). 10.7554/eLife.27157.025Figure 9—source data 2.Data used to generate Figure 9C (downregulated DEGs). 10.7554/eLife.27157.026Figure 9—source data 3.Data used to generate Figure 9C (upregulated DEGs).

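Among DEGs with at least 1 CPM on average and no overlap between the groups, falls in the libraries labelled cKO were ranked by fitted fold change. The 5 largest were those of Igkv1-135, Dntt, Car1, Trgj1 and Gzmb. Car1 (ENSMUSG00000027556), which encodes carbonic anhydrase I, dropped from 58.1 ± 14.0 to 1.08 ± 0.34 CPM (SD, n = 3 each), with a log2 fold change of -5.72. Gzmb fell by 4.50 on the log2 scale. Igkv1-135 and Trgj1 were at or under 3 counts in every cKO library, so that only lower bounds of at least 54.1-fold and at least 10.4-fold lower can be given. Their places among the 5 rest on fitted values and not on these bounds. The first bound rests on Ctrl mouse AI03, with 28.2 CPM against 1.95 and 1.15 CPM in the other Ctrl mice, and is at least 8.04-fold without this mouse. Igkv1-135 and Trgj1 are gene segments of multigene families, for which the counting of uniquely aligned reads could have divided reads between near-identical copies. The 5 largest rises were those of Plxnb1, Pclo, Muc1, Pde9a and Fam181b, with log2 fold changes between 2.05 and 2.87. None of these exceeded 3.16 CPM in a library. Plxnb1 stayed past the threshold with each mouse left out in turn, whereas Pclo did not without AH74 and Muc1, Pde9a and Fam181b each missed it in 3 or more of the 6 fits that left out 1 mouse.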

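With counts normalized by DESeq2's size factors, Mpo had 41480 ± 5214 normalized counts in Ctrl and 5576 ± 1514 in the libraries labelled cKO (SD, n = 3 each). Cebpa had 1586 ± 253 and 988 ± 41.2 normalized counts, and Gata1 had 592 ± 93.5 and 378 ± 30.4. The falls of Cebpa and Gata1 were 1.60-fold and 1.56-fold. By size of the fold change they ranked 217 and 226 among the 575 DEGs lower in cKO, whose median fall was 1.39-fold. By p-value they ranked 110 and 292 among all genes tested. The other 7 genes ranked between 3 and 129 by fold change.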

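The source data list 82 genes lower and 40 genes higher in the libraries labelled cKO by more than 2-fold in the study's analysis. All 122 were past the threshold in the quasi-likelihood test with a change of more than 2-fold in the same direction. Their median log2 fold change was -2.01 for the lower and 1.54 for the higher genes, and the paper's own medians are -1.34 and 1.08. The 2 sets of values correlated with a Pearson r of 0.498 across the 82 lower genes and 0.197 across the 40 higher genes. Over both lists together r was 0.906, a value that joining a lower and a higher list raises. Each is a correlation across genes and not across independent replicates.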

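The source data give the DEGs behind 5 pathways, 59 genes in all. In the quasi-likelihood test 41 of these passed the threshold, and all 59 were lower in the libraries labelled cKO. The share that passed was 20 of 27 for mitochondrial dysfunction, 13 of 18 for oxidative phosphorylation, 10 of 12 for the unfolded protein response, 14 of 24 for protein ubiquitination and 5 of 7 for the TCA cycle. None fell by more than 2-fold, and the median log2 fold change over the 59 genes was -0.29. With DESeq2, the tool named in the paper, 57 of the 59 passed with shrunken and 56 with unshrunken fold changes.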

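The pathways of the upregulated DEGs comprise 63 genes, of which 53 passed the threshold and all 63 were higher in the libraries labelled cKO. All 21 genes listed for thrombin signaling passed, with a median log2 fold change of 0.57. For phospholipase C signaling 22 of 25 genes passed, and for molecular mechanisms of cancer 31 of 34. Across the 3 source data files, 212 of 240 genes (88.3%) passed in the direction the study gives.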

**Figure 9—figure supplement 1.**
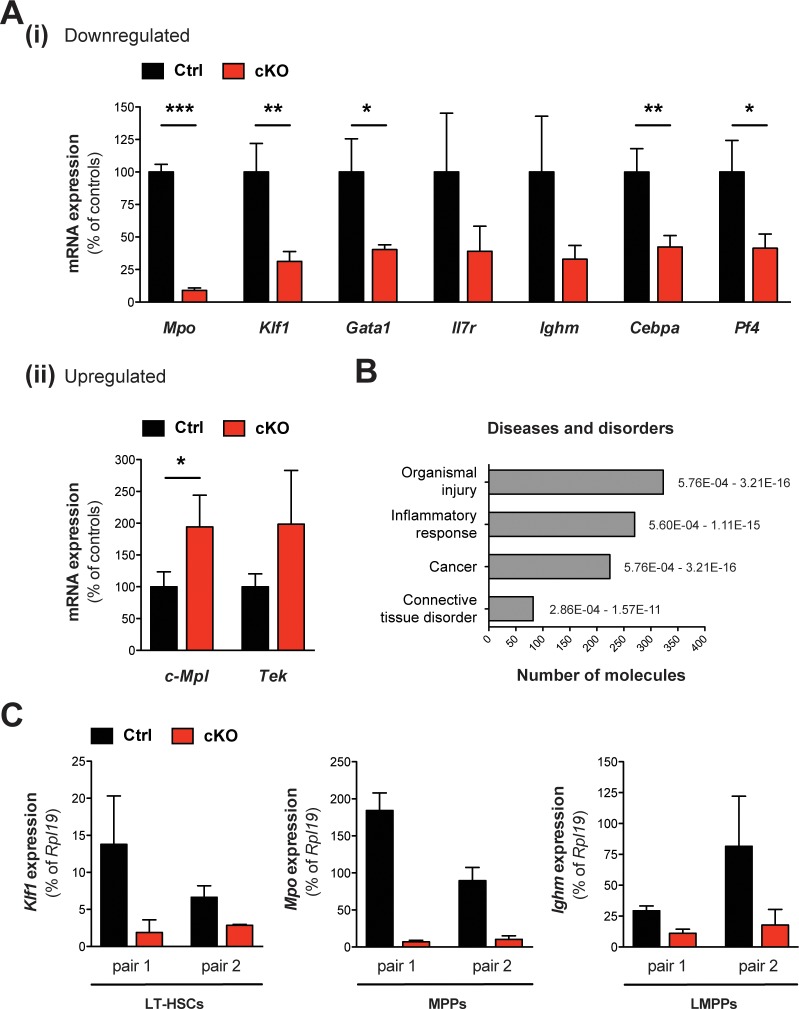
Validation of selected mRNAs by qRT-PCR and additional IPA analysis. (**A**) qRT-PCR validation using the LSK input from mRNA expression profiling. The selected genes showed the expected expression levels in LSK cells from cKO mice relative to controls and normalized to *Rpl19* expression. Shown is the mean ± SD for (**i**) downregulated genes (*Mpo* p***<0.0001, *Klf1* p**=0.007, *Gata1* p*=0.016, *Cebpa* p**=0.0075, *Pf4* p*=0.019) and (**ii**) upregulated genes (*c-Mpl* p*=0.042). (**B**) Pathway analysis using IPA software. With respect to disease categories the terms ‘organismal injury’ and ‘inflammatory response’ were most significantly enriched. The p value intervals and number of affected molecules are depicted. (**C**) qRT-PCR analysis in FACS-sorted LT-HSCs, MPPs, and LMPPs from two representative mouse pairs 3 days after the last tamoxifen gavage. In cKO samples, the expression levels of *Klf1, Mpo*, and *Ighm* were decreased in LT-HSCs, MPPs, and LMPPs, respectively. Relative quantities of mRNA were normalized against *Rpl19*. The mean ± SD is depicted (n = 3 technical replicates per mouse).

## Discussion

The hematopoietic system is the original stem cell paradigm. Through intensive examination, the roles and hierarchies of transcription factors in hematopoietic stem cells and their differentiation programs are well documented (Graf, 2002; Bodine, 2017). Accumulating evidence implies that epigenetic regulation through the Set1/Trithorax system also contributes to the hierarchies of hematopoietic regulation (Santos et al., 2014; Yang and Ernst, 2017; Arndt et al., 2018; Beerman, 2018). The first mammalian *Trithorax* homolog, *MLL1*, was originally discovered because it is commonly mutated in human leukemia (Ziemin-van der Poel et al., 1991; Li and Ernst, 2014). It was later realized that yeast Set1, *Drosophila* Trithorax, and Mll1 are H3K4 methyltransferases and consequently implicated in epigenetic regulation (Roguev et al., 2001; Milne et al., 2002). Mammals have six Set1/Trithorax-type H3K4 methyltransferases: Mll1 - Mll4, Setd1a, and Setd1b (Glaser et al., 2006). The functional studies reported here show for the first time a vital and distinct role for Setd1b in hematopoiesis. Our data, together with the thorough dissection of Mll1 (Ernst et al., 2004; Jude et al., 2007; Chen et al., 2017) and emerging information about Setd1a, Mll2, Mll3, and Mll4 (Santos et al., 2014; Yang and Ernst, 2017; Arndt et al., 2018) indicate that the contribution of Set1/Trithorax-type epigenetic regulators to transcriptional activity presents a second framework in addition to the transcription factor hierarchy for hematopoietic specification.

Initial identification of the Setd1b contribution to hematopoiesis emerged from ubiquitous *Rosa26-Cre-ERT2* (Seibler et al., 2003; Glaser et al., 2009) ligand (tamoxifen)-induced site specific recombination (Logie and Stewart, 1995). All Setd1b conditionally ablated (cKO) adult mice showed severe hematopoietic defects and died. To focus on the hematopoietic role of Setd1b, hematopoietic-specific deletion by *Vav-Cre* (vKO) (Stadtfeld and Graf, 2005) produced a fully penetrant lethal phenotype in the adult. Transplantation of Setd1b conditional HSC-enriched bone marrow (BM) into lethally irradiated WT recipients followed by tamoxifen induction as well as transplantation of vKO BM recapitulated the Setd1b-deficient phenotype, thereby proving an intrinsic requirement of Setd1b in the hematopoietic system. In these studies, one discrepancy arose. Most mice from the cKO and vKO BM transplantation experiments did not die prematurely as expected. Two explanations are plausible. Either Setd1b contributions from the non-transplanted stroma are the source of the difference or both cKO and vKO transplantation models included residual HSCs that were not abolished by the irradiation procedure and were able to partly restore hematopoietic activity and ensure survival. Careful examination of the contribution of CD45.2+ donor-derived cells in different hematopoietic compartments revealed severe decline in almost every cell type suggesting that the second explanation is more likely.

Irrespective of the KO strategy, we observed several common hallmark features associated with Setd1b-deficient hematopoiesis, including peripheral thrombo- and lymphocytopenia, multilineage dysplasia, and varying degrees of splenomegaly caused by myeloid-biased extramedullary hematopoiesis (Table 1). In addition, analysis of the HSPC compartment in BM reproducibly showed a severe shortage of lymphoid-primed multipotential progenitors (LMPPs), potentially reflecting the loss of both B and T cells in the periphery (Table 1). Concurrently, as predominantly noted in cKO mice, enriched numbers of MPPs possibly relate to the overproduction of myeloid cells and megakaryocytes in the BM. Competitive transplantation experiments permitted us to distinguish between the cell-autonomous effects of Setd1b deletion from those that were superimposed due to compensatory mechanisms. In the absence of peripheral cytopenia, the contribution of CD45.2+ cKO cells declined in LT-HSCs as well as hematopoietic progenitors in mixed cKO/WT BM chimeras. Notably, in the MPP compartment the contribution of cKO cells neither decreased nor increased. Altogether, this strongly suggests that (1) Setd1b plays an essential role in both hematopoietic stem and progenitor cells, (2) Setd1b function is indispensable for differentiation of both lymphoid and myeloid lineages, and (3) the consequential loss of mature blood cells elicits compensatory stress-induced hematopoiesis in the non-competitive setting (Zhao et al., 2014; Zhao and Baltimore, 2015). The resulting stimulation and peripheral mobilization of Setd1b-deficient HSPCs leads to enhanced myeloid-biased differentiation. The limited myeloproliferative phenotype in vKO mice could be explained by the gradual loss of Setd1b during fetal development. By affecting a still naïve hematopoietic system, the loss of Setd1b might result in an overall reduced capacity to adjust cellular output in response to stress. Eventually, this chronic insufficiency leads to stem cell exhaustion and increased propensity for clonal evolution, which accords with the development of MPN in some aging vKO mice.

**Table 1.** Hematopoietic parameters of Setd1b-deficient mouse models A summary table of (abnormal) hematopoietic parameters in Setd1b-deficient mouse models (cKO and cKO transplant; vKO and vKO transplant) is shown. All depicted changes are based on comparisons with heterozygous controls. (n.d. = not determined).

	Phenotype	cKO	cKO transplant	vKO	vKO transplant
BM	LT-HSCs	Unchanged	Unchanged	Unchanged	Low
	MPPs	High	High	Unchanged	High
	LMPPs	Low	Low	Low	Low
	LK cells	Unchanged	Unchanged	Low (GMPs)	Unchanged
Spleen	B cells	Low	Low	Low	Low
	T cells	Unchanged	Unchanged	Low	Unchanged
	Granulocytes	High	High	High	High
	Extramedullary hematopoiesis	Yes	n.d.	n.d.	n.d.
	Splenomegaly	High	Low	Low	no
Blood	Lymphocytes	Low	Low	Low	Low
	Neutrophils	High	Unchanged	Unchanged	Unchanged
	Thrombocytes	Low	Low	Low	Low
	Red blood cells	Low	Unchanged	Low	Unchanged
	Dysplastic signs	Yes	Yes	n.d.	n.d.
	Immature myeloid forms	Yes	Yes	Yes	n.d.

Except for one case study of polycythemia vera (Tiziana Storlazzi et al., 2014), no *SETD1B* mutations in human hematologic malignancies such as myeloproliferative neoplasm (MPN), myelodysplastic syndrome (MDS), and AML have been reported so far. However, major phenotypic hallmarks of the Setd1b vKO mouse (e.g. multilineage cytopenia and dysplasia) are reminiscent of human MDS according to WHO classification and adapted diagnostic criteria in mice (Kogan et al., 2002; Vardiman et al., 2009; Zhou et al., 2015). Especially considering the need for suitable mouse models that recapitulate human disease parameters, we suggest that further investigation of the Setd1b-deficient phenotype will shed light on the molecular events driving myeloid neoplasia in the context of epigenetic dysregulation.

To illuminate the processes and gene expression programs initially altered upon loss of Setd1b, we performed mRNA expression profiling using the LSK compartment shortly after ablation of Setd1b. The most enriched pathways in the category of downregulated genes related to general cell metabolism, including mitochondrial energy production and protein degradation pathways, indicating a state of reduced proliferative activity in Setd1b-deficient HSPCs. This is concordant with the failure of Setd1b-deficient c-Kit+ cells to be immortalized *in vitro* by the strong *MLL-ENL* oncogene. Among the most highly downregulated genes we found transcription factors important for lineage specification (e.g. *Cebpa*, *Gata1, Klf1*) as well as lineage-specific genes (e.g. *Mpo*, *Elane*, *Pf4*, *Ighm*, *Il7r*, *Dntt*). In this capacity, Setd1b is apparently sustaining the expression of key lineage determination factors whose loss may not only provoke lineage abnormality but also impair or delay differentiation. Interestingly, many of the affected genes are co-expressed in HSPCs at low levels and become selectively upregulated during lineage commitment; a process called multilineage priming based on poised activation of lineage-specific enhancers (Månsson et al., 2007; Mercer et al., 2011; Nimmo et al., 2015). Whether Setd1b directly binds to enhancer elements or promoters of these genes or influences their expression via non-catalytic functions, remains subject to the development of an effective Setd1b chromatin immunoprecipitation approach suitable for limited cellular inputs.

All six mammalian Set1/Trithorax proteins individually reside in large complexes with an identical ‘WRAD’ protein scaffold (Dou et al., 2006; Ruthenburg et al., 2007) complemented by specific subunits. Rbm15 (Ott1), a pleiotropic regulator of transcription, mRNA splicing and export, interacts with Setd1b via its SPOC domain and appears to be a Setd1b-specific complex subunit (Zolotukhin et al., 2009; Lee and Skalnik, 2012; Xiao et al., 2015). Similar to the Setd1b-deficient phenotype, deletion of Rbm15 in adult mice causes myeloid and megakaryocyte expansion in spleen and BM, impaired B cell differentiation, and an increased stem cell compartment (Raffel et al., 2007; Niu et al., 2009). This suggests that both proteins cooperate to maintain hematopoietic homeostasis, especially during proliferative stress (Xiao et al., 2012). Essential functions in the hematopoietic system have also been reported for Cfp1, which is a member of both Setd1a and Setd1b complexes (Lee and Skalnik, 2005). Similar to the Setd1b KO, Cfp1 ablation leads to rapid loss of lineage-specific progenitors and mature blood cells, while at the same time MPPs (LSK CD34+ Flt3-) accumulate (Chun et al., 2014). Likewise, conditional deletion of Dpy30 in the hematopoietic system causes defects of both self-renewal and differentiation in HSPCs (Yang et al., 2016). Although Dpy30 is a common subunit in all six H3K4 methyltransferase complexes, we suggest that Setd1b action contributes to the Dpy30-associated changes. Hematopoietic studies with the other Set1/Trithorax-type family members have revealed markedly different phenotypes, indicating a high level of specificity. Loss of Mll1 disturbs the transcriptional program required for HSC self-renewal and results in rapid BM failure (Jude et al., 2007; Artinger et al., 2013). Deletion of Mll4 using *Mx-Cre* resulted in increased numbers of LT-HSCs, myeloproliferation, and reduced lymphopoiesis (Santos et al., 2014). Setd1a, which is structurally closest to Setd1b, has a different function in hematopoiesis. In contrast to the adult lethal phenotype of Setd1b vKO mice, *Vav-Cre* mediated deletion of Setd1a revealed that definitive HSCs are not established and/or expanded during fetal development, leading to death before weaning (Arndt et al., 2018). In competitive transplantation experiments using the *Rosa26-Cre-ERT2* line, loss of Setd1b affected the LT-HSC population whereas loss of Setd1a had no effect on LT-HSCs (Arndt et al., 2018). Only after transplantation of BM cells from tamoxifen-induced Setd1a BM chimeras into secondary recipients, LT-HSCs were decreased. Thus, in agreement with the distinct requirements of Set1/Trithorax-type family members during embryonic development (Yagi et al., 1998; Glaser et al., 2006; Lee et al., 2013; Bledau et al., 2014) and oogenesis (Yagi et al., 1998; Andreu-Vieyra et al., 2010; Brici et al., 2017), each enzyme appears to fulfill a different vital role in hematopoiesis. Consequently, the analysis of Setd1b in blood adds to the emerging evidence that the six H3K4 methyltransferases sustain distinct aspects of cell-type-specific gene expression programs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	SET domain containing 1B (Setd1b)	MGI:2652820		
Mouse strain	Setd1b^tm1.2Afst^/Setd1b+	Bledau et al., 2014, PMID:24550110, Brici et al., 2017, PMID:28619824	RRID:MGI:5570296	
Mouse strain	C57BL/6-Gt(ROSA) 26Sort^m9(Cre/ESR1)Arte^	Seibler et al., 2003, PMID:12582257, Taconic	RRID:IMSR_TAC:10471	
Mouse strain	B6.SJL-Ptprc^a^ Pepc^b^/BoyCrl	Charles River	IMSR Cat# CRL:494, RRID:IMSR_CRL:494	congenic
Antibody	anti-hSET1B	Bethyl	Bethyl Cat# A302-281A, RRID:AB_1850180	1:500 dilution
Antibody	anti-c-Kit	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 17-1171-82, RRID:AB_469430	1:400 dilution
Antibody	anti-Sca-1	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 12-5981-82, RRID:AB_466086	1:800 dilution
Antibody	anti-CD34 FITC	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 11-0341-85, RRID:AB_465022	1:25 dilution
Antibody	anti-CD16/32	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 25-0161-81, RRID:AB_469597	1:800 dilution
Antibody	anti-Flt3	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 46-1351-82, RRID:AB_10733393	1:100 dilution
Antibody	anti-CD45.1	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 25-0453-82, RRID:AB_469629	1:200 dilution
Antibody	anti-CD45.2	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 11-0454-82, RRID:AB_465061	1:400 dilution
Chemical compound, drug	Tamoxifen	Sigma-Aldrich T5648		
Software, algorithm	BD FACSDiva Software	BD Biosciences	RRID:SCR_001456	

### Mice

The generation of the Setd1b conditional mouse line was previously described (Bledau et al., 2014). The targeted allele carries two selection cassettes, one upstream and one downstream of the loxP flanked frameshifting exon 5. Heterozygous mice were bred to the *CAGGs-Dre* line (Anastassiadis et al., 2009) to remove the downstream selection cassette, resulting in the constitutive ‘*D*’ allele. *Setd1b^D/+^* mice were then crossed to the *CAGGs-Flpo* line (Kranz et al., 2010) to remove the upstream selection cassette and to generate the conditional ‘*FD*’ allele. In this study, *Setd1b^FD/+^* mice were either crossed to the *Rosa26-Cre-ERT2* (RC) line (Seibler et al., 2003) to obtain tamoxifen-inducible *Setd1b^FD/+;RC/+^* mice or to the hematopoietic-specific *Vav-Cre* (VC) line (Stadtfeld and Graf, 2005) to obtain *Setd1b^FD/+;VC/+^* mice. All mouse strains were bred into a C57BL/6J genetic background. For tamoxifen inductions mice at an average age of 12 weeks received 5 doses of 4.5 mg tamoxifen (Sigma-Aldrich Chemie GmbH, Munich, Germany) via gavage (Anastassiadis et al., 2010). Complete recombination of the *FD* allele and generation of the frameshifted *FDC* allele was validated by PCR on genomic DNA. Primers for genotyping are provided in Supplementary file 1A. All animal experiments were performed according to German law and approved by the relevant authorities.

### Reverse transcription and qRT-PCR analysis

Total RNA from organs and cells was isolated using QIAzol Lysis Reagent (QIAGEN GmbH, Hilden, Germany). In case of FACS-sorted bone marrow (BM) cells, RNA was purified using the miRNeasy Micro Kit (QIAGEN) including on-column DNase I digestion. Reverse transcription of mRNA was achieved with the AffinityScript Multiple Temperature cDNA Synthesis Kit (Agilent Technologies, Santa Clara, CA). Quantitative PCR (qRT-PCR) was performed using GoTaq qPCR Master Mix (Promega GmbH, Mannheim, Germany) on a Mx3000P multiplex PCR instrument (Agilent Technologies). Ct values were normalized against *Rpl19* and fold changes in expression levels compared to controls were calculated according to the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001). Primer sequences and amplicon lengths are provided in Supplementary file 1B.

### Western blot analysis

Organs were disrupted in extraction buffer (20 mM HEPES, 350 mM NaCl, 2 mM EDTA pH 8.0, 10% glycerol, 0.1% Tween 20, 1 mM PMSF, 1x cOmplete Protease Inhibitor Cocktail (Sigma-Aldrich), 1 M DTT) using a POLYTRON homogenizer (KINEMATICA, Luzern, Switzerland) followed by three cycles of freezing and thawing. Extracts were incubated for 1 hr at 4°C with Benzonase Nuclease (125 U/ml; Merck Millipore, Darmstadt, Germany) to release nuclear proteins. 100 μg of whole cell protein extracts were separated using NuPAGE Novex^TM ^3–8% Tris-Acetate protein gels (Thermo Fisher Scientific, Schwerte, Germany) for 4 hr (80 V). After overnight transfer (8 V) to PVDF membranes, blots were probed with primary antibodies in blocking solution (2% milk powder/1% BSA in 0.05% Tween 20/PBS): rabbit polyclonal anti-hSET1B (1:500; A302-281A BETHYL Laboratories, Montgomery, TX) and rabbit monoclonal anti-α-tubulin (1:2000; 1878–1 Epitomics, Burlingame, CA). Following incubation with the goat anti-rabbit secondary IgG HRP antibody (1:50,000; 31460 Thermo Fisher Scientific), chemiluminescence was detected on an ImageQuant LAS 3000 system (GE Healthcare, Munich, Germany).

### Blood count analysis and blood smears

Peripheral blood from the femoral vein was collected in EDTA-coated Microtainer Tubes (BD, Heidelberg, Germany). Blood counts were measured using the ProCyte Dx Hematology Analyzer (IDEXX Laboratories, Westbrook, Maine) and the Sysmex TX2000 blood analyzer (Sysmex, Kobe, Japan). Blood smears were stained with Wright-Giemsa according to standard protocols. Differential cell count analysis was obtained by the CellaVision DM 1200 (CellaVision AB, Lund, Sweden).

### Histology and immunohistochemistry

Organs were fixed in 4% PFA/PBS overnight and hind limb bones were decalcified in Osteosoft solution (Merck Millipore) for 4–5 days. Samples were dehydrated and paraffin-infiltrated by the STP 420 tissue processor (Thermo Fisher Scientific). 1 μm sections of paraffin-embedded tissue were stained with hematoxylin and eosin (H&E) according to standard protocols. Immunohistochemistry was performed as previously described (Bledau et al., 2014) using the following primary antibodies: rabbit polyclonal anti-myeloperoxidase (1:100; ab9535 Abcam, Cambridge, UK), rabbit polyclonal anti-von Willebrand factor (1:500; ab9378 Abcam). After counterstaining with hematoxylin, images were obtained at an Olympus BX61 upright microscope (Olympus Europa, Hamburg, Germany).

### Cytospin preparations

BM was flushed from hind limb bones in 5% FCS/PBS and filtered through a Sefar Nitex nylon mesh (Sefar AG, Heiden, Switzerland). Splenocyte and hepatocyte cell suspensions were obtained by grinding the tissue against frosted glass slides, filtering, and suspending in 5% FCS/PBS. In case of spleen and BM, red blood cell (RBC) lysis was performed using RBC Lysis Buffer (eBioscience, San Diego, CA). Cytospins (5 × 10^5^ cells per sample) were generated by the Cytospin^TM^ 4 cytocentrifuge (Thermo Fisher Scientific). After drying and fixation in methanol, cytospins were stained with May-Grünwald-Giemsa according to standard protocols.

### Flow cytometry

BM and splenocyte cell suspensions were obtained as described above. Peripheral blood was collected in 10% heparin/PBS followed by RBC lysis. Unless CD16/32 (FcγIII/II receptor) was included into the antibody panel, samples were treated with Fc-block (1:100; eBioscience) for 15 min to reduce unspecific background staining. All staining panels, antibodies, and dilutions for fluorescence-activated cell sorting (FACS) are listed in Supplementary file 2A. A description of the hematopoietic stem and progenitor cell (HSPC) surface markers is provided in Figure 4—figure supplement 1A. All stainings were performed in 5% FCS/PBS for 45 min using 10^7^ cells per sample. If biotinylated antibodies were included, samples were additionally incubated for 20 min with the Qdot605 ITK Streptavidin Conjugate Kit (1:400; Thermo Fisher Scientific). To enrich for HSPCs, lineage-positive (Lin+) cells were depleted by staining with biotinylated lineage-specific antibodies followed by magnetic cell separation using the MagniSort system from eBioscience (SAV negative selection beads; 1:10 or 1:20). To exclude dead cells, samples were resuspended in SYTOX Blue Dead Cell Stain (1:20,000; Thermo Fisher Scientific). FACS analysis was performed on a LSR II cytometer (BD) and LSRFortessa (BD) using FACSDiva software (BD). FACS sorting was performed on a FACSAria III cell sorter (BD). An illustration of the HSPC gating strategy is provided in Figure 4—figure supplement 1B.

### BrdU proliferation assay

Mice were injected i.p. with 5-Bromo-2'-deoxyuridine (BrdU) (50 μg/g body weight; Sigma-Aldrich) and sacrificed 6 hr later. BM was dissected and stained for HSPCs as described above (Supplementary file 2A). After treatment with the Fixation/Permeabilization Solution Kit (BD) samples were incubated for 1 hr at 37°C with DNase I (30 μg/10^6^ cells; eBioscience). Detection of incorporated BrdU was achieved by a BrdU-specific antibody coupled to eFluor450 (1:20; 48-5071-42 eBioscience). FACS analysis was performed on a LSR II cytometer (BD).

### BM reconstitution experiments

Congenic B6.SJL recipient mice were subjected to whole body gamma irradiation using a ^137^Cs source (GSR D1 or Biobeam GM 2000). To minimize radiation-induced tissue damage, a split dose of 700 cGy and 400 cGy (4 hr between irradiations) was applied when transplanting plain *RC/+* BM, and 2 × 500 cGy (5 hr between irradiations) when transplanting plain *VC/+* BM and mixed BM. For plain *RC/+* transplantation (TX), BM from 7 weeks old donor mice (*Setd1b^FD/+;RC/+^* or *Setd1b^FD/FD;RC/+^*) was stained with the antibody panel outlined in Supplementary file 2B. After purifying the HSC-enriched Lin-/CD3- population, 3 × 10^4^ cells were injected intravenously into each recipient mouse (8 x *Setd1b^FD/+;RC/+^* and 14 x *Setd1b^FD/FD;RC/+^*). For plain *VC/+* TX, 8 × 10^6^ total BM cells from 12 weeks old donor mice (*Setd1b^FD/+;VC/+^* or *Setd1b^FD/FD;VC/+^*) were transplanted via intravenous injection into each recipient mouse (n = 7 for each genotype). For competitive TX, total BM cells from 19 to 22 weeks old *Setd1b^FD/FD;RC/+^* or *Setd1b^FD/+;RC/+^* and WT (B6.SJL) donor mice were mixed in a 1:1 ratio and 8 × 10^6^ BM cells were transplanted via intravenous injection into each recipient mouse (n = 7 for each genotype). The relative contribution of donor and recipient cells to the hematopoietic compartment was regularly monitored by FACS analysis for CD45.1 (B6.SJL) and CD45.2 (C57BL/6) (Supplementary file 2B). When reaching a donor contribution of >90% in peripheral blood, *RC/+* transplanted mice, in both the non-competitive and competitive setting, were induced by tamoxifen treatment as described above.

### Colony-forming unit and serial replating assays

For colony-forming unit (CFU) assays, 10^4^ cells of total BM suspensions were plated in duplicates in MethoCult GF M3434 semi-solid medium (STEMCELL Technologies GmbH, Cologne, Germany). The numbers of CFUs were determined after 9 days. For serial replating assays, the c-Kit+ population was isolated using MACS MicroBead technology (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). Immortalization by *MLL-ENL* using retroviral transduction was performed as previously described (Lavau et al., 1997). 2 × 10^4^ cells were replated in duplicates every 5 days in methylcellulose and stained with INT to assess colony formation.

### mRNA expression profiling

BM from cKO (*Setd1b^FDC/FDC;RC/+^*) and control (*Setd1b^FDC/+;RC/+^*) males (n = 3 each) was harvested 3 days after the tamoxifen induction was completed. Enrichment and staining of HSPCs was performed as described above (Supplementary file 2A). Sorting of the Lin- Sca-1+ c-Kit+ (LSK) population yielded on average 25 × 10^3^ cells. Cells were collected and stored at −80°C in RNAlater RNA Stabilization Reagent (QIAGEN) until RNA was harvested using the miRNeasy Micro Kit (QIAGEN). The eluted RNA was subsequently reverse-transcribed and amplified using the SMARTer Stranded Total RNA-seq Kit – Pico Input Mammalian (Takara Bio Europe, Saint-Germain-en-Laye, France). Resulting libraries were pooled in equimolar quantities for 75 bp single-read sequencing on a HiSeq 2500 system (Illumina, San Diego, CA), resulting in about 35 (30-53) million reads per sample. FastQC (Babraham Bioinformatics) and RNA-SeQC (v1.1.8.1) (DeLuca et al., 2012) were used to perform a basic quality control of the sequence data. Fragments were then aligned to the mouse genome (GRCm38/mm10) using GSNAP (2015-12-31) (Wu and Watanabe, 2005; Wu and Nacu, 2010). Uniquely aligned fragments and gene annotations from Ensembl (v81) served as input for featureCounts (v1.5.0) (Liao et al., 2014) to obtain a table with read counts per gene. To account for differences in library size, raw read counts were normalized with the R package DESeq2 (v1.10.1) (Anders and Huber, 2010). Spearman correlations were calculated with R and plotted with the R package pheatmap. Identification of differentially expressed genes (DEGs) was done with DESeq2 accepting a maximum of 5% false discovery rate (FDR) (adjusted P value < 0.05). Subsequent identification of enriched pathways was performed using Ingenuity Pathway Analysis (IPA) software (Qiagen).

### Statistics

For blood counts, the sample size was computed at the beginning of the study based on preliminary data (Wilcoxon-Mann-Whitney test with α = 0.05 and β <0.2). For analysis of hematopoietic cell populations in BM and spleen, sample sizes ranged between n = 6 and n = 10 to enable significant findings while taking into account biological variability. The number of biological replicates is indicated for each experiment and refers to the number of different mice used. Exceptions apply to the quantitative analysis of CFU numbers (Figure 6—figure supplement 2A), where each bar represents the mean of two technical replicates (duplicate cultures), and to the qRT-PCR analysis in FACS-sorted HSPCs from representative mice (Figure 9—figure supplement 1C), where each bar represents the mean of three technical replicates. In general, all data were included in the analysis to reflect normal biological variability. If technical errors occurred or mice revealed incomplete recombination, data points were excluded. GraphPad Prism software (v5.0a) was used to perform all basic statistical analysis. Data is presented as mean and error bars indicate standard deviation (SD) or standard error of the mean (SEM) as specified in each figure legend. Statistical significance was tested using the non-parametric Mann-Whitney U test to guarantee reliable testing for low sample sizes without having to meet critical distribution assumptions. For verification of mRNA expression profiles by qRT-PCR, the unpaired t test was used. In case of grouped analyses with two independent variables (genotype and time), two-way ANOVA was applied. Exact p values are reported for each graph with p<0.05 indicating significant changes.

### Accession numbers

The mRNA expression profiling data in this paper have been deposited in NCBI Gene Expression Omnibus under accession number GSE97976.

## References

[bib1] Adolfsson J, Borge OJ, Bryder D, Theilgaard-Mönch K, Astrand-Grundström I, Sitnicka E, Sasaki Y, Jacobsen SE (2001). Upregulation of Flt3 expression within the bone marrow lin(-)Sca1(+)c-kit(+) stem cell compartment is accompanied by loss of self-renewal capacity. Immunity.

[bib2] Adolfsson J, Månsson R, Buza-Vidas N, Hultquist A, Liuba K, Jensen CT, Bryder D, Yang L, Borge OJ, Thoren LA, Anderson K, Sitnicka E, Sasaki Y, Sigvardsson M, Jacobsen SE (2005). Identification of Flt3+ lympho-myeloid stem cells lacking erythro-megakaryocytic potential a revised road map for adult blood lineage commitment. Cell.

[bib3] Akashi K, Traver D, Miyamoto T, Weissman IL (2000). A clonogenic common myeloid progenitor that gives rise to all myeloid lineages. Nature.

[bib4] Anastassiadis K, Fu J, Patsch C, Hu S, Weidlich S, Duerschke K, Buchholz F, Edenhofer F, Stewart AF (2009). Dre recombinase, like cre, is a highly efficient site-specific recombinase in E. coli, mammalian cells and mice. Disease Models & Mechanisms.

[bib5] Anastassiadis K, Glaser S, Kranz A, Berhardt K, Stewart AF (2010). A practical summary of site-specific recombination, conditional mutagenesis, and tamoxifen induction of CreERT2. Methods in Enzymology.

[bib6] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biology.

[bib7] Andreu-Vieyra CV, Chen R, Agno JE, Glaser S, Anastassiadis K, Stewart AF, Matzuk MM (2010). MLL2 is required in oocytes for bulk histone 3 lysine 4 trimethylation and transcriptional silencing. PLoS Biology.

[bib8] Arinobu Y, Mizuno S, Chong Y, Shigematsu H, Iino T, Iwasaki H, Graf T, Mayfield R, Chan S, Kastner P, Akashi K (2007). Reciprocal activation of GATA-1 and PU.1 marks initial specification of hematopoietic stem cells into myeloerythroid and myelolymphoid lineages. Cell Stem Cell.

[bib9] Arndt K, Kranz A, Fohgrub J, Jolly A, Bledau AS, Di Virgilio M, Lesche M, Dahl A, Höfer T, Stewart AF, Waskow C (2018). SETD1A protects HSCs from activation-induced functional decline in vivo. Blood.

[bib10] Artinger EL, Mishra BP, Zaffuto KM, Li BE, Chung EK, Moore AW, Chen Y, Cheng C, Ernst P (2013). An MLL-dependent network sustains hematopoiesis. PNAS.

[bib11] Beerman I, Rossi DJ (2015). Epigenetic control of stem cell potential during homeostasis, aging, and disease. Cell Stem Cell.

[bib12] Beerman I (2018). Set(d1a)-ing novel links between HSC regulators. Blood.

[bib13] Bernstein BE, Kamal M, Lindblad-Toh K, Bekiranov S, Bailey DK, Huebert DJ, McMahon S, Karlsson EK, Kulbokas EJ, Gingeras TR, Schreiber SL, Lander ES (2005). Genomic maps and comparative analysis of histone modifications in human and mouse. Cell.

[bib14] Bledau AS, Schmidt K, Neumann K, Hill U, Ciotta G, Gupta A, Torres DC, Fu J, Kranz A, Stewart AF, Anastassiadis K (2014). The H3K4 methyltransferase Setd1a is first required at the epiblast stage, whereas Setd1b becomes essential after gastrulation. Development.

[bib15] Bodine DM (2017). Introduction to the review series on transcription factors in Hematopoiesis and hematologic disease. Blood.

[bib16] Brici D, Zhang Q, Reinhardt S, Dahl A, Hartmann H, Schmidt K, Goveas N, Huang J, Gahurova L, Kelsey G, Anastassiadis K, Stewart AF, Kranz A (2017). *Setd1b*, encoding a histone 3 lysine 4 methyltransferase, is a maternal effect gene required for the oogenic gene expression program. Development.

[bib17] Cao R, Wang L, Wang H, Xia L, Erdjument-Bromage H, Tempst P, Jones RS, Zhang Y (2002). Role of histone H3 lysine 27 methylation in Polycomb-group silencing. Science.

[bib18] Cedar H, Bergman Y (2011). Epigenetics of haematopoietic cell development. Nature Reviews Immunology.

[bib19] Chauhan C, Zraly CB, Parilla M, Diaz MO, Dingwall AK (2012). Histone recognition and nuclear receptor co-activator functions of Drosophila Cara Mitad, a homolog of the N-terminal portion of mammalian MLL2 and MLL3. Development.

[bib20] Chen Y, Anastassiadis K, Kranz A, Stewart AF, Arndt K, Waskow C, Yokoyama A, Jones K, Neff T, Lee Y, Ernst P (2017). MLL2, not MLL1, plays a Major role in sustaining MLL-Rearranged acute myeloid leukemia. Cancer Cell.

[bib21] Choi YJ, Oh HR, Choi MR, Gwak M, An CH, Chung YJ, Yoo NJ, Lee SH (2014). Frameshift mutation of a histone methylation-related gene SETD1B and its regional heterogeneity in gastric and colorectal cancers with high microsatellite instability. Human Pathology.

[bib22] Christensen JL, Weissman IL (2001). Flk-2 is a marker in hematopoietic stem cell differentiation: a simple method to isolate long-term stem cells. PNAS.

[bib23] Chun KT, Li B, Dobrota E, Tate C, Lee JH, Khan S, Haneline L, HogenEsch H, Skalnik DG (2014). The epigenetic regulator CXXC finger protein 1 is essential for murine hematopoiesis. PLoS ONE.

[bib24] Corey SJ, Minden MD, Barber DL, Kantarjian H, Wang JC, Schimmer AD (2007). Myelodysplastic syndromes: the complexity of stem-cell diseases. Nature Reviews Cancer.

[bib25] DeLuca DS, Levin JZ, Sivachenko A, Fennell T, Nazaire MD, Williams C, Reich M, Winckler W, Getz G (2012). RNA-SeQC: rna-seq metrics for quality control and process optimization. Bioinformatics.

[bib26] Dou Y, Milne TA, Ruthenburg AJ, Lee S, Lee JW, Verdine GL, Allis CD, Roeder RG (2006). Regulation of MLL1 H3K4 methyltransferase activity by its core components. Nature Structural & Molecular Biology.

[bib27] Ernst P, Fisher JK, Avery W, Wade S, Foy D, Korsmeyer SJ (2004). Definitive hematopoiesis requires the mixed-lineage leukemia gene. Developmental Cell.

[bib28] Ernst P, Vakoc CR (2012). WRAD: enabler of the SET1-family of H3K4 methyltransferases. Briefings in Functional Genomics.

[bib29] García-Sanz P, Triviño JC, Mota A, Pérez López M, Colás E, Rojo-Sebastián A, García Á, Gatius S, Ruiz M, Prat J, López-López R, Abal M, Gil-Moreno A, Reventós J, Matias-Guiu X, Moreno-Bueno G (2017). Chromatin remodelling and DNA repair genes are frequently mutated in endometrioid endometrial carcinoma. International Journal of Cancer.

[bib30] Glaser S, Lubitz S, Loveland KL, Ohbo K, Robb L, Schwenk F, Seibler J, Roellig D, Kranz A, Anastassiadis K, Stewart AF (2009). The histone 3 lysine 4 methyltransferase, Mll2, is only required briefly in development and spermatogenesis. Epigenetics & Chromatin.

[bib31] Glaser S, Schaft J, Lubitz S, Vintersten K, van der Hoeven F, Tufteland KR, Aasland R, Anastassiadis K, Ang SL, Stewart AF (2006). Multiple epigenetic maintenance factors implicated by the loss of Mll2 in mouse development. Development.

[bib32] Graf T (2002). Differentiation plasticity of hematopoietic cells. Blood.

[bib33] Greer EL, Shi Y (2012). Histone methylation: a dynamic mark in health, disease and inheritance. Nature Reviews Genetics.

[bib34] Heintzman ND, Stuart RK, Hon G, Fu Y, Ching CW, Hawkins RD, Barrera LO, Van Calcar S, Qu C, Ching KA, Wang W, Weng Z, Green RD, Crawford GE, Ren B (2007). Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nature Genetics.

[bib35] Kogan SC, Ward JM, Anver MR, Berman JJ, Brayton C, Cardiff RD, Carter JS, de Coronado S, Downing JR, Fredrickson TN, Haines DC, Harris AW, Harris NL, Hiai H, Jaffe ES, MacLennan IC, Pandolfi PP, Pattengale PK, Perkins AS, Simpson RM, Tuttle MS, Wong JF, Morse HC, Hematopathology subcommittee of the Mouse Models of Human Cancers Consortium (2002). Bethesda proposals for classification of nonlymphoid hematopoietic neoplasms in mice. Blood.

[bib36] Herz HM, Mohan M, Garruss AS, Liang K, Takahashi YH, Mickey K, Voets O, Verrijzer CP, Shilatifard A (2012). Enhancer-associated H3K4 monomethylation by Trithorax-related, the Drosophila homolog of mammalian Mll3/Mll4. Genes & Development.

[bib37] Hiraide T, Nakashima M, Yamoto K, Fukuda T, Kato M, Ikeda H, Sugie Y, Aoto K, Kaname T, Nakabayashi K, Ogata T, Matsumoto N, Saitsu H (2018). De novo variants in SETD1B are associated with intellectual disability, epilepsy and autism. Human Genetics.

[bib38] Jude CD, Climer L, Xu D, Artinger E, Fisher JK, Ernst P (2007). Unique and independent roles for MLL in adult hematopoietic stem cells and progenitors. Cell Stem Cell.

[bib39] Kitamura T, Inoue D, Okochi-Watanabe N, Kato N, Komeno Y, Lu Y, Enomoto Y, Doki N, Uchida T, Kagiyama Y, Togami K, Kawabata KC, Nagase R, Horikawa S, Hayashi Y, Saika M, Fukuyama T, Izawa K, Oki T, Nakahara F, Kitaura J (2014). The molecular basis of myeloid malignancies. Proceedings of the Japan Academy, Series B.

[bib40] Kranz A, Fu J, Duerschke K, Weidlich S, Naumann R, Stewart AF, Anastassiadis K (2010). An improved flp deleter mouse in C57Bl/6 based on flpo recombinase. Genesis.

[bib41] Labonne JD, Lee KH, Iwase S, Kong IK, Diamond MP, Layman LC, Kim CH, Kim HG (2016). An atypical 12q24.31 microdeletion implicates six genes including a histone demethylase KDM2B and a histone methyltransferase SETD1B in syndromic intellectual disability. Human Genetics.

[bib42] Lavau C, Szilvassy SJ, Slany R, Cleary ML (1997). Immortalization and leukemic transformation of a myelomonocytic precursor by retrovirally transduced HRX-ENL. The EMBO Journal.

[bib43] Lee JE, Wang C, Xu S, Cho YW, Wang L, Feng X, Baldridge A, Sartorelli V, Zhuang L, Peng W, Ge K (2013). H3K4 mono- and di-methyltransferase MLL4 is required for enhancer activation during cell differentiation. eLife.

[bib44] Lee JH, Skalnik DG (2005). CpG-binding protein (CXXC finger protein 1) is a component of the mammalian Set1 histone H3-Lys4 methyltransferase complex, the analogue of the yeast Set1/COMPASS complex. Journal of Biological Chemistry.

[bib45] Lee JH, Skalnik DG (2012). Rbm15-Mkl1 interacts with the Setd1b histone H3-Lys4 methyltransferase via a SPOC domain that is required for cytokine-independent proliferation. PLoS ONE.

[bib46] Li BE, Ernst P (2014). Two decades of leukemia oncoprotein epistasis: the MLL1 paradigm for epigenetic deregulation in leukemia. Experimental Hematology.

[bib47] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib48] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta delta C(T)) Method. Methods.

[bib49] Logie C, Stewart AF (1995). Ligand-regulated site-specific recombination. PNAS.

[bib50] Luc S, Buza-Vidas N, Jacobsen SE (2008). Delineating the cellular pathways of hematopoietic lineage commitment. Seminars in Immunology.

[bib51] Månsson R, Hultquist A, Luc S, Yang L, Anderson K, Kharazi S, Al-Hashmi S, Liuba K, Thorén L, Adolfsson J, Buza-Vidas N, Qian H, Soneji S, Enver T, Sigvardsson M, Jacobsen SE (2007). Molecular evidence for hierarchical transcriptional lineage priming in fetal and adult stem cells and multipotent progenitors. Immunity.

[bib52] Mercer EM, Lin YC, Benner C, Jhunjhunwala S, Dutkowski J, Flores M, Sigvardsson M, Ideker T, Glass CK, Murre C (2011). Multilineage priming of enhancer repertoires precedes commitment to the B and myeloid cell lineages in hematopoietic progenitors. Immunity.

[bib53] Meyer C, Burmeister T, Gröger D, Tsaur G, Fechina L, Renneville A, Sutton R, Venn NC, Emerenciano M, Pombo-de-Oliveira MS, Barbieri Blunck C, Almeida Lopes B, Zuna J, Trka J, Ballerini P, Lapillonne H, De Braekeleer M, Cazzaniga G, Corral Abascal L, van der Velden VHJ, Delabesse E, Park TS, Oh SH, Silva MLM, Lund-Aho T, Juvonen V, Moore AS, Heidenreich O, Vormoor J, Zerkalenkova E, Olshanskaya Y, Bueno C, Menendez P, Teigler-Schlegel A, Zur Stadt U, Lentes J, Göhring G, Kustanovich A, Aleinikova O, Schäfer BW, Kubetzko S, Madsen HO, Gruhn B, Duarte X, Gameiro P, Lippert E, Bidet A, Cayuela JM, Clappier E, Alonso CN, Zwaan CM, van den Heuvel-Eibrink MM, Izraeli S, Trakhtenbrot L, Archer P, Hancock J, Möricke A, Alten J, Schrappe M, Stanulla M, Strehl S, Attarbaschi A, Dworzak M, Haas OA, Panzer-Grümayer R, Sedék L, Szczepański T, Caye A, Suarez L, Cavé H, Marschalek R (2018). The MLL recombinome of acute leukemias in 2017. Leukemia.

[bib54] Meyer C, Kowarz E, Hofmann J, Renneville A, Zuna J, Trka J, Ben Abdelali R, Macintyre E, De Braekeleer E, De Braekeleer M, Delabesse E, de Oliveira MP, Cavé H, Clappier E, van Dongen JJ, Balgobind BV, van den Heuvel-Eibrink MM, Beverloo HB, Panzer-Grümayer R, Teigler-Schlegel A, Harbott J, Kjeldsen E, Schnittger S, Koehl U, Gruhn B, Heidenreich O, Chan LC, Yip SF, Krzywinski M, Eckert C, Möricke A, Schrappe M, Alonso CN, Schäfer BW, Krauter J, Lee DA, Zur Stadt U, Te Kronnie G, Sutton R, Izraeli S, Trakhtenbrot L, Lo Nigro L, Tsaur G, Fechina L, Szczepanski T, Strehl S, Ilencikova D, Molkentin M, Burmeister T, Dingermann T, Klingebiel T, Marschalek R (2009). New insights to the MLL recombinome of acute leukemias. Leukemia.

[bib55] Milne TA, Briggs SD, Brock HW, Martin ME, Gibbs D, Allis CD, Hess JL (2002). MLL targets SET domain methyltransferase activity to hox gene promoters. Molecular Cell.

[bib56] Mohan M, Herz HM, Smith ER, Zhang Y, Jackson J, Washburn MP, Florens L, Eissenberg JC, Shilatifard A (2011). The COMPASS family of H3K4 methylases in Drosophila. Molecular and Cellular Biology.

[bib57] Nimmo RA, May GE, Enver T (2015). Primed and ready: understanding lineage commitment through single cell analysis. Trends in Cell Biology.

[bib58] Niu C, Zhang J, Breslin P, Onciu M, Ma Z, Morris SW (2009). c-Myc is a target of RNA-binding motif protein 15 in the regulation of adult hematopoietic stem cell and megakaryocyte development. Blood.

[bib59] Ogilvy S, Metcalf D, Gibson L, Bath ML, Harris AW, Adams JM (1999). Promoter elements of vav drive transgene expression in vivo throughout the hematopoietic compartment. Blood.

[bib60] Osawa M, Hanada K, Hamada H, Nakauchi H (1996). Long-term lymphohematopoietic reconstitution by a single CD34-low/negative hematopoietic stem cell. Science.

[bib61] Palumbo O, Palumbo P, Delvecchio M, Palladino T, Stallone R, Crisetti M, Zelante L, Carella M (2015). Microdeletion of 12q24.31: Report of a girl with intellectual disability, stereotypies, seizures and facial dysmorphisms. American Journal of Medical Genetics Part A.

[bib62] Portela A, Esteller M (2010). Epigenetic modifications and human disease. Nature Biotechnology.

[bib63] Raffel GD, Mercher T, Shigematsu H, Williams IR, Cullen DE, Akashi K, Bernard OA, Gilliland DG (2007). Ott1(Rbm15) has pleiotropic roles in hematopoietic development. PNAS.

[bib64] Roguev A, Schaft D, Shevchenko A, Pijnappel WW, Wilm M, Aasland R, Stewart AF (2001). The Saccharomyces cerevisiae Set1 complex includes an Ash2 homologue and methylates histone 3 lysine 4. The EMBO Journal.

[bib65] Ruthenburg AJ, Allis CD, Wysocka J (2007). Methylation of lysine 4 on histone H3: intricacy of writing and reading a single epigenetic mark. Molecular Cell.

[bib66] Santos MA, Faryabi RB, Ergen AV, Day AM, Malhowski A, Canela A, Onozawa M, Lee JE, Callen E, Gutierrez-Martinez P, Chen HT, Wong N, Finkel N, Deshpande A, Sharrow S, Rossi DJ, Ito K, Ge K, Aplan PD, Armstrong SA, Nussenzweig A (2014). DNA-damage-induced differentiation of leukaemic cells as an anti-cancer barrier. Nature.

[bib67] Santos-Rosa H, Schneider R, Bannister AJ, Sherriff J, Bernstein BE, Emre NC, Schreiber SL, Mellor J, Kouzarides T (2002). Active genes are tri-methylated at K4 of histone H3. Nature.

[bib68] Schneider R, Bannister AJ, Myers FA, Thorne AW, Crane-Robinson C, Kouzarides T (2004). Histone H3 lysine 4 methylation patterns in higher eukaryotic genes. Nature Cell Biology.

[bib69] Seibler J, Zevnik B, Küter-Luks B, Andreas S, Kern H, Hennek T, Rode A, Heimann C, Faust N, Kauselmann G, Schoor M, Jaenisch R, Rajewsky K, Kühn R, Schwenk F (2003). Rapid generation of inducible mouse mutants. Nucleic Acids Research.

[bib70] Shilatifard A (2012). The COMPASS family of histone H3K4 methylases: mechanisms of regulation in development and disease pathogenesis. Annual Review of Biochemistry.

[bib71] Song Y, Li L, Ou Y, Gao Z, Li E, Li X, Zhang W, Wang J, Xu L, Zhou Y, Ma X, Liu L, Zhao Z, Huang X, Fan J, Dong L, Chen G, Ma L, Yang J, Chen L, He M, Li M, Zhuang X, Huang K, Qiu K, Yin G, Guo G, Feng Q, Chen P, Wu Z, Wu J, Ma L, Zhao J, Luo L, Fu M, Xu B, Chen B, Li Y, Tong T, Wang M, Liu Z, Lin D, Zhang X, Yang H, Wang J, Zhan Q (2014). Identification of genomic alterations in oesophageal squamous cell Cancer. Nature.

[bib72] Spangrude GJ, Heimfeld S, Weissman IL (1988). Purification and characterization of mouse hematopoietic stem cells. Science.

[bib73] Spivakov M, Fisher AG (2007). Epigenetic signatures of stem-cell identity. Nature Reviews Genetics.

[bib74] Stadtfeld M, Graf T (2005). Assessing the role of hematopoietic plasticity for endothelial and hepatocyte development by non-invasive lineage tracing. Development.

[bib75] Testa G, Schaft J, van der Hoeven F, Glaser S, Anastassiadis K, Zhang Y, Hermann T, Stremmel W, Stewart AF (2004). A reliable lacZ expression reporter cassette for multipurpose, knockout-first alleles. Genesis.

[bib76] Tiziana Storlazzi C, Pieri L, Paoli C, Daniele G, Lasho T, Tefferi A, Vannucchi AM (2014). Complex karyotype in a polycythemia vera patient with a novel SETD1B/GTF2H3 fusion gene. American Journal of Hematology.

[bib77] van Nuland R, Smits AH, Pallaki P, Jansen PW, Vermeulen M, Timmers HT (2013). Quantitative dissection and stoichiometry determination of the human SET1/MLL histone methyltransferase complexes. Molecular and Cellular Biology.

[bib78] Vardiman JW, Thiele J, Arber DA, Brunning RD, Borowitz MJ, Porwit A, Harris NL, Le Beau MM, Hellström-Lindberg E, Tefferi A, Bloomfield CD (2009). The 2008 revision of the world health organization (WHO) classification of myeloid neoplasms and acute leukemia: rationale and important changes. Blood.

[bib79] Wang P, Lin C, Smith ER, Guo H, Sanderson BW, Wu M, Gogol M, Alexander T, Seidel C, Wiedemann LM, Ge K, Krumlauf R, Shilatifard A (2009). Global analysis of H3K4 methylation defines MLL family member targets and points to a role for MLL1-mediated H3K4 methylation in the regulation of transcriptional initiation by RNA polymerase II. Molecular and Cellular Biology.

[bib80] Wu TD, Nacu S (2010). Fast and SNP-tolerant detection of complex variants and splicing in short reads. Bioinformatics.

[bib81] Wu TD, Watanabe CK (2005). GMAP: a genomic mapping and alignment program for mRNA and EST sequences. Bioinformatics.

[bib82] Xiao N, Jani K, Morgan K, Okabe R, Cullen DE, Jesneck JL, Raffel GD (2012). Hematopoietic stem cells lacking Ott1 display aspects associated with aging and are unable to maintain quiescence during proliferative stress. Blood.

[bib83] Xiao N, Laha S, Das SP, Morlock K, Jesneck JL, Raffel GD (2015). Ott1 (Rbm15) regulates thrombopoietin response in hematopoietic stem cells through alternative splicing of c-Mpl. Blood.

[bib84] Yagi H, Deguchi K, Aono A, Tani Y, Kishimoto T, Komori T (1998). Growth disturbance in fetal liver hematopoiesis of Mll-mutant mice. Blood.

[bib85] Yang W, Ernst P (2017). SET/MLL family proteins in Hematopoiesis and leukemia. International Journal of Hematology.

[bib86] Yang Z, Shah K, Khodadadi-Jamayran A, Jiang H (2016). Dpy30 is critical for maintaining the identity and function of adult hematopoietic stem cells. The Journal of Experimental Medicine.

[bib87] Zhao JL, Baltimore D (2015). Regulation of stress-induced hematopoiesis. Current Opinion in Hematology.

[bib88] Zhao JL, Ma C, O'Connell RM, Mehta A, DiLoreto R, Heath JR, Baltimore D (2014). Conversion of danger signals into cytokine signals by hematopoietic stem and progenitor cells for regulation of stress-induced hematopoiesis. Cell Stem Cell.

[bib89] Zhou T, Kinney MC, Scott LM, Zinkel SS, Rebel VI (2015). Revisiting the case for genetically engineered mouse models in human myelodysplastic syndrome research. Blood.

[bib90] Ziemin-van der Poel S, McCabe NR, Gill HJ, Espinosa R, Patel Y, Harden A, Rubinelli P, Smith SD, LeBeau MM, Rowley JD (1991). Identification of a gene, MLL, that spans the breakpoint in 11q23 translocations associated with human leukemias. PNAS.

[bib91] Zolotukhin AS, Uranishi H, Lindtner S, Bear J, Pavlakis GN, Felber BK (2009). Nuclear export factor RBM15 facilitates the access of DBP5 to mRNA. Nucleic Acids Research.

# Supplementary material for: The H3K4 methyltransferase Setd1b is essential for hematopoietic stem and progenitor cell homeostasis in mice
**Source:** eLife. 2018 Jun 19;7:e27157. doi: 10.7554/eLife.27157
**Supplement:** Supplementary file 1 — (A) All primers used for genotyping are depicted. (B) All primers used for qRT-PCR are depicted. (se = sense, as = antisense, bp = base pairs)

Supplementary file 1A: **Primers for genotyping**

| Primer pairs | Sequence (5’ – 3’) | Product size (bp) | |
| --- | --- | --- | --- |
| For PCR 1 (presence of *FD* allele) | | | |
| Setd1b_ex5 (se) | GAAACTCGCATGCGCTTCTAC | | 507 bp (*WT*), 696 bp (*FD*) |
| Setd1b_loxP2 (as) | AGTTCATACTGTGGCTGAATGG | |  |
| For PCR 2 (presence of *FDC* allele) | | | |
| Setd1b_flp (se) | GGGTGGAGAGGGAAAGAAAAG | | 1305 bp (*WT*), 1695 bp (*FD*), 390 bp (*FDC*) |
| Setd1b_loxP2 (as) | as above | |  |
| For *Cre* allele | | | |
| Cre_19 (se) | GCCTGCATTACCGGTCGATGCAA | | 726 bp |
| Cre_20 (as) | GTGGCAGATGGCGCGGCAACACC | |  |

Supplementary file 1B: **Primers for qRT-PCR**

| Primer pairs | Sequence (5’ – 3’) | Product size (bp) |
| --- | --- | --- |
| Setd1b_ex5 (se) | CTGTTGGTGAGCTGGATGCTA | 172 bp |
| Setd1b_ex6 (as) | CTGGAGTAAGCTGTGTCTTGG |  |
| Rpl19 (se) | CTGATCAAGGATGGGCTGATC | 147 bp |
| Rpl19 (as) | CTTCTCAGGCATCCGAGCATT |  |
| Mpo (se) | CCTCGATGGAATGGGGAGAA | 165 bp |
| Mpo (as) | TCGAGGGTCTACTGAGTCGT |  |
| Klf-1 (se) | TACACCAAGAGCTCGCACCT | 145 bp |
| Klf-1 (as) | GACGATGTCCAGTGTGCTTC |  |
| Gata-1 (se) | AATGCCTGTGGCTTGTATCAC | 118 bp |
| Gata-1 (as) | TGGTCGTTTGACAGTTAGTGC |  |
| Il7r (se) | ACTCCAGAACCCAAGAATCAAG | 138 bp |
| Il7r (as) | AGGCCATACGACAGGTTTAATC |  |
| Ighm (se) | CGACTGGCTGAACCTGAATG | 189 bp |
| Ighm (as) | GCCAGGTTTGAGACCAGACA |  |
| Cebpa (se) | CAAAGCCAAGAAGTCGGTGGACAA | 150 bp |
| Cebpa (as) | TCATTGTCACTGGTCAACTCCAGC |  |
| PF-4 (se) | CTGGAGGTGATCAAGGCAGG | 102 bp |
| PF-4 (as) | ATATAGGGGTGCTTGCCGGT |  |
| c-Mpl (se) | GGAAGCTGTCTCGTCTCAGG | 215 bp |
| c-Mpl (as) | CTAGTGCGGTCTTGTTGCTG |  |
| Tek (se) | AAGGCACGCATCAAGAAGGA | 257 bp |
| Tek (as) | GCAGGGTCTGTCTCTAGCAC |  |

# Supplementary material for: The H3K4 methyltransferase Setd1b is essential for hematopoietic stem and progenitor cell homeostasis in mice
**Source:** eLife. 2018 Jun 19;7:e27157. doi: 10.7554/eLife.27157
**Supplement:** Supplementary file 2 — (A) All antibodies and staining panels used for flow cytometry are depicted. (B) All antibodies and staining panels used for flow cytometry in transplanted mice are depicted.

**Supplementary file 2A:** **FACS antibodies and staining panels**

| Surface  marker | Coupled dye | Clone | Dilution | Provider  (cat. number) |
| --- | --- | --- | --- | --- |
| **Lineage cocktail** | | | | |
| CD3ε | Biotin | 145-2C11 | 1:100 | eBioscience (13-0031) |
| CD4 | Biotin | GK1.5 | 1:800 | eBioscience (13-0041) |
| CD8α | Biotin | 53-6.7 | 1:200 | eBioscience (13-0081) |
| CD11b | Biotin | M1/70 | 1:400 | eBioscience (13-0112) |
| CD19 | Biotin | 1D3 | 1:400 | eBioscience (13-0193) |
| Gr-1 | Biotin | RB6-8C5 | 1:500 | eBioscience (13-5931) |
| NK1-1 | Biotin | PK136 | 1:800 | eBioscience (13-5941) |
| TCRβ | Biotin | H57-597 | 1:200 | eBioscience (13-5961) |
| TCRγδ | Biotin | GL-3 | 1:1600 | eBioscience (13-5711) |
| TER-119 | Biotin | TER-119 | 1:400 | eBioscience (13-5921) |
| **HSPC staining** | | | | |
| Lineage cocktail | as outlined above | | | |
| c-Kit | APC | 2B8 | 1:400 | eBioscience (17-1171) |
| Sca-1 | PE | D7 | 1:800 | eBioscience (12-5981) |
| CD34 | FITC | RAM34 | 1:25 | eBioscience (11-0341) |
| CD16/32 | PE-Cy7 | 93 | 1:800 | eBioscience (25-0161) |
| Flt3 | PerCP-eFluor710 | A2F10 | 1:100 | eBioscience (46-1351) |
| **Granulocyte and lymphocyte staining** | | | | |
| CD3ε | FITC | 145-2C11 | 1:100 | eBioscience (11-0031) |
| CD19 | PE-Cy7 | 1D3 | 1:800 | BD (552854) |
| Gr-1 | PE | RB6-8C5 | 1:400 | BD (553128) |
| CD11b | APC | M1/70 | 1:800 | eBioscience (17-0112) |

**Supplementary file 2B:** **FACS antibodies and staining panels (transplantation)**

| Surface  marker | Coupled dye | Clone | Dilution | Provider  (cat. number) |
| --- | --- | --- | --- | --- |
| **BM staining for transplantation (Figure 5)** | | | | |
| CD3ε | Biotin | 500A2 | 1:100 | BD (553239) |
| CD11b | Biotin | M1/70 | 1:500 | BD (553309) |
| CD11c | Biotin | HL3 | 1:400 | BD (553800) |
| CD19 | Biotin | 1D3 | 1:400 | BD (553784) |
| NK1-1 | Biotin | PK136 | 1:800 | eBioscience (13-5941) |
| Gr-1 | Biotin | RB6-8C5 | 1:1000 | eBioscience (13-5931) |
| TCRγδ | Biotin | GL-3 | 1:1600 | BD (553176) |
| TER-119 | Biotin | TER-119 | 1:400 | eBioscience (13-5921) |
| CD3ε | APC | 145-2C11 | 1:40 | BD (553066) |
| **CD45.1/CD45.2** **staining (granulocytes)** | | | | |
| CD45.1 | PE-Cy7 | A20 | 1:200 | eBioscience (25-0453) |
| CD45.2 | FITC | 104 | 1:400 | eBioscience (11-0454) |
| Gr-1 | PE | RB6-8C5 | 1:400 | BD (553128) |
| CD11b | APC | M1/70 | 1:800 | eBioscience (17-0112) |
| **CD45.1/CD45.2** **staining (lymphocytes)** | | | | |
| CD45.1 | PE | A20 | 1:200 | BD (561872) |
| CD45.2 | Alexa Fluor700 | 104 | 1:200 | BD (560693) |
| CD3ε | FITC | 145-2C11 | 1:100 | eBioscience (11-0031) |
| CD19 | PE-Cy7 | 1D3 | 1:800 | BD (552854) |
| **CD45.1/CD45.2** **staining (LSK)** | | | | |
| Lineage cocktail | as outlined in supplementary file 2A | | | |
| c-Kit | APC | 2B8 | 1:400 | eBioscience (17-1171) |
| Sca-1 | PE | D7 | 1:800 | eBioscience (12-5981) |
| CD34 | FITC | RAM34 | 1:25 | eBioscience (11-0341) |
| Flt3 | PerCP-eFluor710 | A2F10 | 1:100 | eBioscience (25-0161) |
| CD45.1 | PE-Cy7 | A20 | 1:200 | eBioscience (25-0453) |
| CD45.2 | Alexa-Fluor700 | 104 | 1:50 | BD (560693) |
| **CD45.1/CD45.2** **staining (LK)** | | | | |
| Lineage cocktail | as outlined in supplementary file 2A | | | |
| c-Kit | APC | 2B8 | 1:400 | eBioscience (17-1171) |
| Sca-1 | PE | D7 | 1:800 | eBioscience (12-5981) |
| CD34 | FITC | RAM34 | 1:25 | eBioscience (11-0341) |
| CD16/32 | PerCP-Cy5.5 | 93 | 1:200 | eBioscience (45-0161) |
| CD45.1 | PE-Cy7 | A20 | 1:200 | eBioscience (25-0453) |
| CD45.2 | Alexa-Fluor700 | 104 | 1:50 | BD (560693) |

How the deposited data were processed for this re-analysis (not part of the article)

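Expression was measured in LSK cells (Lin- Sca-1+ c-Kit+) of 3 Ctrl and 3 cKO mice, 3 days after the last of the tamoxifen doses, with 1 RNA-seq library per mouse. The authors aligned the reads to the mouse genome (GRCm38) with GSNAP and counted uniquely aligned reads per gene with featureCounts on Ensembl gene models, on the strand of the gene and with a minimum mapping quality of 1. The deposited values are these counts for 45706 genes, with no normalization and no pooling of mice. Total counts per library lay between 13003573 and 21277519, with a median of 14889023.5 over all 6 libraries. Every column of the table was matched to a mouse by its name. Gene symbols, biotypes and GC content were taken from GENCODE M21 by gene identifier, which named 98.8% of the genes and at least 99.9% of the counts of each library. For 82.2% of the genes the start and the end in that annotation were those of the table. Gene length was the summed exon length that the authors deposited with the counts. GC content was available for 99.5% of the genes tested.

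The library series was read from the library numbers in the header of the table, which form 2 groups of 3 libraries. Each series holds both genotypes, so that differences between genotypes were also computed within each series and, in a setting added after the data had been seen, with the series as a covariate.

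From the counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes kept by filterByExpr with its defaults (15184 genes) and the quasi-likelihood test on all 6 libraries with genotype as the only term. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Genes beyond 2-fold were those past the threshold with a fitted log2 fold change above 1 or below -1. CPM were computed with TMM factors, and log2 CPM with a prior count of 2. The normalized counts given for single genes used the size factors of DESeq2 1.42.0. Gene sets were tested with camera from limma 3.58.1 on log2 CPM, with a correlation between genes of 0.01 and adjustment over 20 sets with at least 3 tested genes. A 21st list, of eosinophil genes, had 2 of 9 genes tested and was not tested as a set. The stromal list had 3 tested genes, 1 higher and 2 lower past the threshold (median log2 fold change -1.27, adjusted p = 0.25 with camera and 0.049 with fry). The genes named in the text were Setd1b, the genes the paper names for the expression profiling, the other 5 Set1/Trithorax methyltransferases, and the 5 largest falls and rises among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups. In a gene set, the 3 members with the smallest adjusted p-values could be named. Some items are not reported here. Other genes that are named were chosen after their values had been seen. The reference gene of the qRT-PCR, Rpl19, had a log2 fold change of -0.12 (adjusted p = 0.44).

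A gene at or under 3 counts in every library of a group was treated as at the floor, and its fold change as a lower bound.

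The results were also computed with other settings, which were planned, namely DESeq2's size factors in place of TMM, DESeq2 with and without shrunken fold changes, no filter on low counts, at least 10 counts in every library, removal of the trend of each library against gene length or GC content (loess, span 0.3), removal of mitochondrially encoded genes, ribosomal RNA genes and genes above 1% of the counts of a library (394 genes), a threshold of 0.01, a test against a change of 1.2-fold, fry and an estimated correlation for gene sets, other filters for the Spearman correlations, and leaving out each mouse in turn. Added after the data had been seen were fry with the library series as a covariate or with the length or GC trend removed, DESeq2 with shrunken fold changes on a standard design matrix, DESeq2 with its default alpha, and Spearman correlations over all genes of the table. The 6 libraries were also split in the 10 possible ways into 3 and 3.

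The procedure was tested on simulated data, drawn from the means, dispersions and library sizes of these libraries. Of 200 genes changed by known amounts, 94.5% were recovered, and 0.122% of 14794 unchanged genes were called, so that 8.70% of 207 calls were false. With DESeq2, 95.5% of the 200 genes were recovered. These genes were not among those with few counts and were changed by 2-fold or more. The DEGs of the real libraries had a median absolute log2 fold change of 0.52, and recovery of such smaller changes was not simulated. A lowered set of 30 genes was found with each of the 3 gene set tests, and none of the unchanged sets was called. Genes were simulated independently of each other, so this does not show how these tests behave on correlated genes. A simulated trend against length was removed almost completely, with calls falling from 2669 to 3 among 14918 genes.

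A pair of further marker lists, of antibody-secreting cells and of B cells, were written after immunoglobulin transcripts had been noticed among the changed genes. The pathway enrichment by commercial software was not repeated, since its full gene lists are not used here, and the qRT-PCR, flow cytometry and transplantation data were not analysed here. The counts per gene do not show which alleles or exons the reads came from. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.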

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

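The tests below were chosen after the results had been seen, except those of a lower share of a progenitor type and of mature cells. All signals listed here concern genes outside those the paper discusses, or the count of the targeted gene itself, and they passed the threshold between the 3 libraries labelled cKO and the 3 Ctrl libraries.

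The first is the count of Setd1b, which was higher in the libraries labelled cKO, with a log2 fold change of 0.46 (adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1.2e-08 to 0.011 over 15 alternatives). A single mislabelled mouse is argued against, since 3 of 3 libraries labelled cKO lay above every Ctrl library and the paper's 9 genes stated to be lower were lower in all of them. A region around the targeted allele that differs between the groups is argued against as well. Of the 512 genes tested within 20 Mb of Setd1b, 7.23% were past the threshold, against 7.68% elsewhere (Fisher's exact test, two-sided p = 0.80). Removing the trend of each library against gene length left a log2 fold change of 0.38, so length bias does not account for the rise as a whole. An exchange of all 6 labels was not tested other than by the direction of these 9 genes, which the study derived from the same labels. The excised exon holds 0.936% of the exon bases of the gene, and counts per gene cannot show its loss. A higher level of the frameshifted transcript in cKO cells, or a response of the Setd1b gene to the loss of its protein, may explain the rise. Neither can be separated with counts per gene.

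A further 6 gene sets passed the threshold of camera. Cytosolic ribosomal protein genes had a median log2 fold change of -0.090 (adjusted p = 6.9e-04, with 66 of 79 genes in that direction), and mitochondrial ribosomal protein genes one of -0.14 (adjusted p = 1.0e-07, 69 of 77 genes). Interferon-stimulated genes had a median of 0.25 (adjusted p = 6.5e-05, 24 of 28 genes), with 9 genes higher and 1 lower past the threshold. Long-term HSC genes had a median of 0.61 (adjusted p = 5.3e-07, 20 of 23 genes). Mast cell and basophil genes had a median of -1.44 (adjusted p = 1.3e-06, 9 of 11 genes), and T and NK cell genes one of -1.27 (adjusted p = 0.0016, 8 of 11 genes). With 1 gene of each of the last 2 lists at the floor in a group and set to its bound, these medians were the same. Under fry the cytosolic ribosomal and the interferon-stimulated sets did not pass (adjusted p = 0.16 and 0.13), and the other 4 did (adjusted p from 0.0049 to 0.036).

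Camera's preset correlation of 0.01 is a candidate source of part of these calls. It called sets in every split of the libraries that mixed the genotypes, up to 10 of the 20 sets in 1 split, against 14 for the genotype. Only 1 of the 10 splits, the genotype, gave as many sets, and 10 splits cannot give a share below 0.1. The other splits had unequal numbers of cKO libraries on their sides, so part of the genotype difference may lie in their calls. With a correlation estimated for each set 0 sets passed, and 4 had an unadjusted p under 0.05. The 6 sets therefore rest more firmly on fry, where they passed, than on camera.

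For the long-term HSC, the mast cell and basophil and the T and NK cell sets, 3 of 3 stayed past the thresholds of both camera and fry with the library series as a covariate, and likewise with the length trend removed and with the GC trend removed, which argues against each of these as the whole cause. For the 2 ribosomal sets and the interferon-stimulated genes a difference between library series cannot be told apart from an effect of the genotype. With the series as a covariate 0 of these 3 passed both tests, and 1 had an unadjusted p under 0.05 with fry (adjusted p = 0.095 for the mitochondrial ribosomal, 0.24 for the cytosolic ribosomal and 0.19 for the interferon-stimulated genes). With the length or the GC trend removed 1 of the 3 passed both, the mitochondrial ribosomal set (adjusted p of fry 0.032 and 0.043). The split of the 6 libraries by series shifted the interferon-stimulated genes by 0.2549, as far as the genotype did. With the series as a covariate their median stayed at 0.2049 (adjusted p = 0.0015 with camera, from 5.7e-06 to 0.40 over the alternatives), and the difference between genotypes was 0.21 in the first series and 0.16 in the second, differences of 1 mouse against 2 that do not exclude variation between mice. The cytosolic ribosomal genes also shifted as far in the split by series (0.09), and their difference between genotypes was near 0.00 in the first series and -0.14 in the second. The cytosolic ribosomal shift thus rests on the second series. Shifts in the split by series can hold part of the genotype difference, since its sides had unequal numbers of cKO libraries. For T and NK cell genes the call was lost among genes with at least 10 counts in every library (median -0.32, adjusted p = 0.45), a filter that removes genes near 0 in 1 group.

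Stem cell genes rose while lineage genes fell. Of the 4 lineage lists, 3 were lower past the threshold with camera and fry, and the megakaryocyte list was not. A lower share of one progenitor type cannot be told apart from a change within cells by this count, since a type with several potentials would lower several lists. The paper describes LMPPs as holding lymphoid and granulocyte-monocyte potentials, and a lower share of LMPPs alone would leave the fall of the erythroid list (median -1.30) unexplained. A difference between library series is argued against for the stem cell, granulocyte-monocyte and erythroid lists, 3 of 3 of which stayed past the thresholds of camera and fry with the series as a covariate. For the lymphoid list fry then gave an adjusted p of 0.1479, while its median hardly moved (-0.384 against -0.381). The split by series shifted this list by -0.049, and the genotypes differed by -0.41 and -0.44 within the 2 series. These values argue against a difference between series as the source of its shift. Variation between mice stays open for it, since 1 split that mixed the genotypes gave a larger absolute median (0.48). A larger share of stem cells in the cKO samples may contribute and cannot be told apart from a change within cells. The squared spread of the stem cell list was 15.56 times that given by its errors (Cochran's Q per degree of freedom). Fgd5 and Procr, for example, rose by 1.53 and 1.43 on the log2 scale, while Hlf, Mllt3, Meis1 and Slamf1 had log2 fold changes between -0.01 and 0.07. These genes are also expressed by other LSK cells, so their stability does not exclude a modest rise in the stem cell share. The paper reports that the composition of the compartment was largely comparable, and sorted populations were not profiled here. A biological effect of the genotype on these genes stays open as a hypothesis.

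Mature cells in the Ctrl samples are a candidate source of the mast cell, basophil and T cell transcripts. For T cells they are argued against, since Cd3d, Cd3e, Cd3g, Cd8a and Trac reached at most 0.3623 CPM in a Ctrl library, while Tcrg-C1 fell by 3.99 on the log2 scale. For mast cells and basophils the test does not decide. The basophil protease gene Mcpt8 did not fall (log2 fold change 0.1499, adjusted p = 0.77), whereas Ms4a2, Il1rl1, Gzmb, Prss34, Cpa3 and Cma1 fell past the threshold. LSK cells at 1 CPM or more in Ctrl expressed 11 of the 15 listed mast cell and basophil genes and 10 of the 21 T and NK cell genes, and the study's lists hold 4 genes of each. Transcripts of early progenitors with these programs may be the source, which was not tested.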

How the results depend on the processing

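Settings with the library series as a covariate, of fry with this covariate or with the length or GC trend removed, with DESeq2's standard design matrix, with DESeq2's default alpha and with all genes of the table were tests chosen after the results had been seen. The other settings were planned. No paired analysis was run. The paper calls the Ctrl and cKO mice littermates, but the identifiers of the mice do not state which of them share a litter. Differences between litters were therefore not tested.

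Among comparisons of a gene set with its value under another setting, 303 stayed the same, 14 were stronger, 39 weaker and 3 reversed. For named genes 370 stayed the same, 5 were stronger, 15 weaker and 5 reversed. Unless stated otherwise, the cause was not tested.

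The 589 genes higher in the libraries labelled cKO became 241 at an adjusted p under 0.01 and between 296 and 531 with 1 mouse left out. The 575 lower genes became 873 without a filter, 272 at an adjusted p under 0.01 and between 308 and 594 with 1 mouse left out. Fits on 5 mice have less power by construction, and of the 1164 genes between 589 and 882 were called again in them. Under the planned settings of normalization, filter, trend removal, abundant genes and test, between 1065 and 1155 of them were called again, and 939 with the series as a covariate.

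Counts beyond 2-fold depended most on shrinkage. The 122 higher genes became 7 with shrunken DESeq2 fold changes, 7 with these and the default alpha, and 1 with the standard design matrix. They became 69 in a test against 1.2-fold, 57 at an adjusted p under 0.01, and between 64 and 114 with 1 mouse left out. The 160 lower genes became 35, 35 and 21 under the 3 shrunken settings, and between 136 and 182 with 1 mouse left out. Shrinkage pulls fold changes towards 0 by construction, and without it DESeq2 gave 113 and 155 genes. Without a filter there were 240 lower genes beyond 2-fold.

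The mean Spearman correlation within groups exceeded that between groups by 0.0068 at the main filter. The gap was 0.0037 with all genes that had a count, 0.0022 with all genes of the table, and between 0.0056 and 0.0073 with 1 mouse left out.

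Camera called 14 gene sets, between 13 and 17 under its other settings but 1, and 0 with an estimated correlation, where 4 sets had an unadjusted p under 0.05. Fry called 13 sets, 11 with the length trend removed, 10 with the GC trend removed and 7 with the series as a covariate. The estimated correlation weakened every set camera had called. Adjusted p-values there were 0.31 for nuclear oxidative phosphorylation (median -0.21), 0.26 for the mitochondrially encoded genes (-0.11) and the TCA cycle (-0.19), 0.28 for the proteasome (-0.14) and 0.16 for chaperones (-0.28). Under fry nuclear oxidative phosphorylation also fell short (-0.21, adjusted p = 0.068), as it did with the length trend (-0.172, adjusted p = 0.063) or the GC trend removed (-0.198, adjusted p = 0.071). With the series as a covariate fry gave -0.176 (adjusted p = 0.15) for this set, -0.128 (0.13) for the mitochondrially encoded genes, -0.210 (0.057) for the TCA cycle and -0.165 (0.15) for the proteasome. The proteasome set also fell short under fry with the length trend (-0.134, adjusted p = 0.055) or the GC trend removed (-0.150, adjusted p = 0.056). The mitochondrially encoded set lost camera's call with the length trend removed (-0.070, adjusted p = 0.12), and lay between -0.19 and -0.10 with 1 mouse left out, short of camera's threshold without AI56 (adjusted p = 0.054) or AH74 (adjusted p = 0.053). NF-kB targets lay between 0.081 and 0.17 with 1 mouse left out and passed without AI55 (0.17, adjusted p = 0.040).

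Reversals occurred only near 0. The set of Set1/Trithorax methyltransferases and their partners had a median of 0.01, which became -0.035 with the length trend removed and lay between -0.0065 and 0.029 with 1 mouse left out. Kmt2b went from 0.01 to -0.047 with the length trend removed and lay between -0.027 and 0.054 with 1 mouse left out. Kmt2d went from 0.09 to -0.0079 with the length trend removed.

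In the split of the libraries by series, part of the genotype difference can remain. This split shifted the interferon-stimulated genes (0.25) and the cytosolic ribosomal genes (-0.09) as far as the genotype did. With the series as a covariate their medians were 0.20 (adjusted p = 0.0015 with camera and 0.19 with fry) and -0.07 (adjusted p = 0.0077 with camera and 0.24 with fry). The megakaryocyte list had a median of -0.25 in that split, against -0.22 for the genotype, with differences of -0.08 and -0.10 within the 2 series. The share of the study's listed genes past the threshold rose from 88.3% to 95.8% with shrunken DESeq2 fold changes.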

Differences from the paper's values

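The tests named as added here were chosen after the results had been seen, and all other settings were planned. A count is said to come near the paper's where it lay within 1.5 times of it, and a log2 fold change where it lay within its own standard error in that setting, so that a setting with a wider error can come near from farther away.

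The paper reports 40 genes higher by more than 2-fold, and 122 were found here. Of the other planned settings an adjusted p under 0.01 came near it (57), and the others, from 7 with shrunken DESeq2 fold changes to 165 without a filter, did not. For genes lower by more than 2-fold the paper reports 82, and 160 were found here. At least 10 counts in every library (109), a test against 1.2-fold (122) and an adjusted p under 0.01 (110) came near it, and the others, from 35 to 240, did not. An adjusted p under 0.01 came near both counts, and no setting reached either of them exactly.

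The paper gives 35 Mio reads per library on average, with 30 Mio as the lowest and 53 Mio as the highest value. The reads counted on genes were 15.8 Mio on average, from 13.0 to 21.3 Mio. These are different measures, sequenced and counted reads, and no other setting applies.

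Spearman correlations within a group were about 0.96 in Fig. 9A, read by eye, and 0.991 on average here. With all genes that had at least 1 count the mean was 0.962, which reached the paper's value. The values were 0.992 with at least 10 counts in every library and 0.938 with all genes of the table, an added setting.

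Log2 fold changes in the paper's source data lay nearer to 0 for 11 genes. For Klf1 the paper has -1.802 and -2.07 was found. The fits without AI02 (-1.90) and without AI56 (-1.83) came near, and the others did not. For Elane the paper has -2.211 and -2.37 was found. Removal of the length trend (-2.32) or GC trend (-2.36), the fits without AI03 (-2.33), AI56 (-2.34) or AH74 (-2.18), and unshrunken DESeq2 (-2.38) came near, and the others did not. For Pf4 the paper has -1.121 and -1.27 was found. Removal of the length trend (-1.21), the fits without AI02 (-1.18) or AI03 (-1.22), and shrunken DESeq2 (-1.03) came near, and the others did not. For Il7r the paper has -1.02 and -1.42 was found, and the fits without AI03 (-1.27) or AI54 (-1.16) came near, unlike the others.

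No planned setting came near the paper's value for the other 7 genes. The paper's value and the value found were -2.4 and -2.89 for Mpo, -1.144 and -1.72 for Ighm, -1.954 and -5.86 for Dntt, -4.652 and -5.72 for Car1, -2.307 and -4.50 for Gzmb, 1.066 and 2.87 for Plxnb1, and 1.058 and 2.12 for Pde9a. Over the alternatives Dntt ranged from -6.17 to -0.99, Ighm from -1.97 to -0.68 and Plxnb1 from 0.48 to 3.46.

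The paper describes Cebpa and Gata1 among the most strongly lower genes, and by fold change they ranked 217 and 226 of 575 lower genes, Gata1 at 1.56-fold. Of the 240 genes in the study's lists 28 were not past the threshold here, all in the study's direction. DESeq2 called 230 of them with shrunken and 229 with unshrunken fold changes.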

Other observations

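The tests below were chosen after the results had been seen, except those of the genotype split and of gene length for the nuclear oxidative phosphorylation and proteasome sets.

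Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differing genes as the genotype, namely the genotype itself with 1164. The other 9 gave between 0 and 3, with between 233 and 788 genes at an unadjusted p under 0.05, against 3470. With 10 splits the share cannot fall below 0.1, so a fortuitous grouping cannot be told apart by this count alone.

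Longer genes tended to be higher in the libraries labelled cKO (Spearman correlation 0.174 of the log2 fold change with length, over all genes tested), and gene length bias may lower sets of short genes. With the trend removed, the nuclear oxidative phosphorylation set kept a median of -0.1716 (adjusted p = 7.5e-07 with camera and 0.063 with fry, up to 0.31 over the alternatives) and the proteasome set one of -0.1339 (adjusted p = 2.2e-05 and 0.055, up to 0.28). For the mitochondrially encoded genes the median was -0.06994 (adjusted p = 0.12 and 0.013, from 0.0055 to 0.26 over the alternatives). None of the 3 sets passed both tests. The nuclear oxidative phosphorylation set had missed fry's threshold before the trend was removed (adjusted p = 0.068), so this count says nothing about length for it. The first 2 sets kept most of their shifts of -0.21 and -0.14, which argues against length bias as the whole cause of these shifts. Length bias as a part of them stays open. For the mitochondrially encoded genes it cannot be told apart from a change of expression.

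Ighm followed the immunoglobulin light chains from mouse to mouse. Over the 6 libraries the Pearson r with the sum of 178 light chain segments was 0.9997 (exact permutation p = 0.0014), and 0.996 without the 2 libraries farthest from the median. Spearman's rho was 1 (exact p = 0.0028, the smallest that 720 orders allow for a two-sided test of rho). Within groups the exact one-sided p was 0.028, also the smallest possible. At 1.72 CPM of Ighm per CPM of light chain, 96.35% of the Ighm difference of 208 CPM followed the light chains. Extrapolated to no light chain, Ighm was 75.1 CPM in Ctrl (SD 1.62) and 67.6 CPM in cKO (SD 3.91). A candidate explanation is a small number of antibody-secreting cells in the sorted Ctrl samples. Igkc and Jchain fell by 2.92 and 2.80 on the log2 scale (adjusted p = 0.0060 and 0.0044), and of 17 variable segments with at least 50 counts in a library 12 reached this in only 1 library. Of the 20 listed genes of antibody-secreting cells 8 were tested and 2 were lower past the threshold, 10 were at 1 CPM or more in Ctrl, 1 was in another list and none in the study's lists. Of the 16 B cell genes 6 were tested, none was called and 4 were in another list. The paper reports lower Ighm by qRT-PCR in sorted LMPPs, which were not analysed here, so a fall within LMPPs stays open.

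Mmrn1 had at most 1 count in 1 Ctrl and 2 cKO libraries and between 263 and 360 counts in the other 3. A difference between library series is argued against, since 2 of the 2 series held libraries without Mmrn1. This pattern is independent of genotype and enters the megakaryocyte list, of which Mmrn1 is a member. Of 17 genes at or under 3 counts in some libraries and at 50 or more in all others, 15 were segments of immunoglobulins or T cell receptors, and the remaining ones were Mmrn1 and Slc15a2, which had 1 count in Ctrl mouse AI03 and between 371 and 577 in the others. The genetic background of the single mice was not analysed here.

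On chromosome 6, 93 of 735 tested genes (12.7%) differed between the groups, against 7.41% elsewhere (Fisher's exact test with Benjamini-Hochberg adjustment over 20 chromosomes, adjusted p = 3.1e-05), 45 of them higher and 48 lower. Without clustered families the share was 11.4%, and in the other splits, which called at most 3 genes each, at most 9.12% of the genes of this chromosome were among as many top-ranked genes as the genotype split called. A linked region that differs between the groups may raise such a share, but 11 of 15 windows of 10 Mb lay above the share elsewhere, which argues against 1 such region. Several regions, or a regional effect of the genotype, stay open.

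Endothelial cells in the cKO samples are a candidate source of higher Tie1, Rhoj and Kdr (log2 fold changes 0.78, 1.77 and 1.90). Tie1 rose by 26.7 CPM on average, whereas the largest rise among Cdh5, Stab2 and Fabp4, too rare to be tested for differential expression, was 0.395 CPM, which argues against endothelial cells as the source of higher Tie1. For Rhoj and Kdr, which rose by 3.19 and 2.71 CPM, endothelial cells cannot be told apart from a change within LSK cells, since Cdh5, Stab2 and Fabp4 reached at most 0.758 CPM in a cKO library and such a level does not exclude rare cells. The endothelial list, with 10 of 20 genes tested, 8 at 1 CPM or more in Ctrl and 3 in the study's lists, had a median of 0.36 (adjusted p = 0.052 with camera and 0.012 with fry, from 0.0046 to 0.26 over the 18 alternatives, 9 of which put it past the threshold), and Pecam1 in it was lower (-0.33).

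Shrinkage of the study's fold changes may explain why more genes lay beyond 2-fold here. For 122 of 122 genes in the study's list, the study's value was nearer to 0 than the unshrunken DESeq2 value, with a median ratio of 0.741. Against the shrunken DESeq2 values the median ratio was 1.45, so this version of shrinkage overshoots, and the study's exact settings stay open.

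Cell cycle genes (40 tested) had a median log2 fold change of -0.03097 (adjusted p = 0.20 with camera, from 0.021 to 0.83 over the alternatives, and 0.49 with fry), with Cdt1, Mcm5 and Cdc6 lower past the threshold. Mcm5 was at 340 CPM in cKO mouse AI55, close to the 341 to 345 CPM of the Ctrl mice, and at 176 and 155 CPM in the other 2 cKO mice, while Mcm3 and Mcm7 changed by -0.09 and 0.05 on the log2 scale. Fewer cycling cells in the cKO samples cannot be told apart from no change in cycling by the median of this list, whose members went both ways (23 of 40 lower), and the fall of Mcm5 in only 2 mice is not a pattern that fewer cycling cells alone would give.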
